# Upregulated endonuclease Regnase-1 suppresses osteoarthritis by forming a negative feedback loop of catabolic signaling in chondrocytes

**DOI:** 10.1186/s13075-021-02485-z

**Published:** 2021-04-14

**Authors:** Jeong-In Yang, Jang-Soo Chun

**Keywords:** Regnase-1, Chondrocytes, Cartilage, Osteoarthritis, Matrix-degrading enzymes

## Abstract

**Background:**

Ribonucleases (RNases) play central roles in the post-transcriptional regulation of mRNA stability. Our preliminary results revealed that the endonuclease Regnase-1 is specifically upregulated in osteoarthritic chondrocytes. We herein explored the possible functions and regulatory mechanisms of Regnase-1 in a mouse model of osteoarthritis (OA).

**Methods:**

The expression and target genes of Regnase-1 were identified by microarray analysis in primary-culture mouse articular chondrocytes. Experimental OA in mice was induced by destabilization of the medial meniscus (DMM). The function of Regnase-1 in DMM-induced post-traumatic OA mice was examined by adenovirus-mediated overexpression or knockdown in knee joint tissues, and also by using Regnase-1 heterozygous knockout mice (*Zc3h12a*^*+/−*^).

**Results:**

Among the RNases, Regnase-1 was exclusively upregulated in chondrocytes stimulated with OA-associated catabolic factors. Adenovirus-mediated overexpression or knockdown of Regnase-1 alone in joint tissues did not cause OA-like changes. However, overexpression of Regnase-1 in joint tissues significantly ameliorated DMM-induced post-traumatic OA cartilage destruction, whereas knockdown or genetic ablation of Regnase-1 exacerbated DMM-induced cartilage destruction. Mechanistic studies suggested that Regnase-1 suppresses cartilage destruction by modulating the expression of matrix-degrading enzymes in chondrocytes.

**Conclusion:**

Our results collectively suggest that upregulated Regnase-1 in OA chondrocytes may function as a chondro-protective effector molecule during OA pathogenesis by forming a negative feedback loop of catabolic signals, such as matrix-degrading enzyme expression, in OA chondrocytes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13075-021-02485-z.

## Background

Osteoarthritis (OA) is a whole-joint disease characterized by cartilage destruction, synovial inflammation, osteophyte formation, subchondral bone remodeling, etc. [1]. Among these manifestations of OA, progressive articular cartilage degradation is a hallmark of OA. This degradation is primarily regulated by chondrocytes through the production of matrix-degrading enzymes and/or the downregulation of cartilage extracellular matrix (ECM) molecules [2]. Among the matrix-degrading enzymes, matrix metalloproteinase 3 (MMP3), MMP13, and ADAMTS5 are known to play important roles in OA cartilage destruction [3–5]. In chondrocytes, the expression levels of these molecules are regulated by extracellular catabolic regulators, such as the pro-inflammatory cytokine, and interleukin (IL)-1β [6]. We previously identified cellular catabolic mediators in chondrocytes, including the transcription factor, hypoxia-inducible factor (HIF)-2α [7], the zinc importer, ZIP8 [8], and the cholesterol hydroxylase, CH25H [9]. These cellular mediators exert catabolic functions by upregulating matrix-degrading enzymes and/or downregulating ECM molecules in chondrocytes.

The expression of OA-related catabolic and anabolic factors in chondrocytes can be regulated at multiple checkpoints, including transcriptional and post-transcriptional levels. The ribonucleases (RNases) comprise a broad class of RNA-degrading enzymes that play central roles in the post-transcriptional regulation of mRNA stability [10]. However, the roles of specific ribonucleases and their targets in OA pathogenesis have not yet been clearly elucidated. Here, we initially used a microarray analysis to screen for RNases whose expression levels were modulated in chondrocytes upon stimulation with OA-associated catabolic factors, such as IL-1β treatment, ZIP8 overexpression, or HIF-2α overexpression [6–8]. Among the examined RNases, our initial screening analysis revealed that Regnase-1 (a zinc finger CCCH-type containing 12A encoded by *Zc3h12a* in mouse) was exclusively upregulated in chondrocytes stimulated with OA-associated catabolic factors. Regnase-1, which is also known as MCPIP1 (monocyte chemotactic protein-induced protein 1), is an endonuclease that destabilizes various target mRNAs by recognizing a stem-loop structure within their 3′-UTRs [11, 12]. Regnase-1 is known to play diverse functions in different cell types, such as mitigating inflammation by downregulating the IL-6 and IL-12B mRNAs in monocytes [11]; restricting T cell activation by targeting the c-Rel, Ox40, and IL-2 mRNAs in T cells [13, 14]; and promoting cancer cell apoptosis by regulating the Bcl2L1, Bcl2A1, RelB, and Bcl3 mRNAs [15].

One of the known Regnase-1 targets in chondrocytes is IL-6 [16, 17], which plays an important role in OA pathogenesis [18, 19]. However, the role of Regnase-1 in OA pathogenesis in vivo has not been investigated to date. Thus, we herein explored the possible functions and regulatory mechanisms of Regnase-1 in mouse models of post-traumatic OA. Our gain-of-function (adenovirus-mediated overexpression in joint tissues) and loss-of-function (*Zc3h12a*^*+/−*^) approaches clearly indicated that upregulated Regnase-1 in OA chondrocytes exerts chondro-protective functions at least partly by modulating the expression levels of matrix-degrading enzymes (MMP3, MMP13, and ADAMTS5) in articular chondrocytes.

## Methods

### Mice and experimental OA

C57BL/6 J mice were used for the experimental OA studies. C57BL/6 J-background Regnase-1-KO mice (68-bp deletion in exon 2) were generated by ToolGen, Inc. (Seoul, Korea). Because homozygous KO mice (*Zc3h12a*^*−/−*^) die shortly after weaning [20], we used heterozygous *Zc3h12a*^*+/−*^ mice for our experimental OA studies. All experiments were approved by the Animal Care and Use Committee of Gwangju Institute of Science and Technology. Post-traumatic OA was induced in 12-week-old male mice by destabilization of the medial meniscus (DMM), and the mice were sacrificed at the indicated weeks after the surgery [21]. Experimental OA was also induced by IA injection (once weekly for 3 weeks) of adenovirus [1 × 10^9^ plaque-forming units (PFUs) in a total volume of 10 μl] expressing Regnase-1 (Ad-Regnase-1), SAA3 (Ad-SAA3), ZIP8 (Ad-ZIP8), or HIF-2α (Ad-HIF-2α). Mice were sacrificed 3 weeks after the first injection of adenovirus [7–9]. When IA injection was performed after DMM surgery, the injections were initiated at 10 days after surgery and performed weekly thereafter for a total of three injections. The mice were sacrificed at the indicated weeks after the surgery.

### Histological analysis

Mouse knee joint samples were fixed with 4% paraformaldehyde, decalcified in 0.5 M EDTA, embedded in paraffin, and sectioned frontally at 5-μm thickness. Sections were deparaffinized in xylene, hydrated with graded ethanol, and stained with Safranin-O [8, 9]. Scores of OARSI grade and synovitis were calculated as the average values obtained from three different sections selected at ~ 100-μm intervals for each knee joint; each section was scored by four observers under blinded conditions. OARSI grade (0–6) was expressed as the maximum score observed among the medial femoral condyle, medial tibial plateau, lateral femoral condyle, and lateral tibial plateau [22]. Synovitis was determined by Safranin-O and hematoxylin staining, and synovial inflammation (grade 0–3) was scored [23]. Osteophytes were identified by Safranin-O staining, and osteophyte size was measured with an Aperio ImageScope (Leica Biosystems) [4]. We measured the thickness of the subchondral bone plate (SBP) using an Aperio ImageScope to assess subchondral bone sclerosis [24]. The skeletons of E18.5 whole-mouse embryos were stained with Alcian blue and Alizarin red [8, 9]. The following antibodies were used for immunostaining of cartilage and synovial sections: rabbit anti-Regnase-1 (Novus Biologicals), rabbit anti-MMP3 (Abcam), and rat anti-SAA3 (Abcam).

### Primary culture of mouse articular chondrocytes and fibroblast-like synoviocytes (FLS)

Mouse articular chondrocytes were isolated from the femoral condyles and tibial plateaus of 5-day-old WT or *Zc3h12a*^*−/−*^ mice by 0.2% collagenase digestion [25]. The cells were maintained as a monolayer in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) supplemented with 10% fetal bovine serum and antibiotics (penicillin G and streptomycin). On culture day 2, cells were infected with the indicated MOI (multiplicity of infection) of empty adenovirus (Ad-C), Ad-Regnase-1, Ad-SAA3, Ad-HIF-2α, Ad-ZIP8, Ad-shScramble, or Ad-shRegnase-1, for 2 h and either maintained for an additional 36 h prior to further biochemical analysis or treated with IL-1β as indicated in each experiment. Mouse FLS were isolated and cultured as described previously [8, 9]. FLS of passages 4–8 were used for analyses. Pure FLS (> 90% CD90^+^/< 1% CD14^+^) were identified by flow cytometry using antibodies against CD90 and CD14 (Abcam). The cells were maintained in DMEM supplemented with 10% fetal bovine serum and antibiotics. FLS were treated with reagents as indicated in each experiment or infected with the indicated adenovirus.

### Apoptosis assay

Primary-culture chondrocytes were infected with indicated MOI of Ad-C, Ad-Regnase-1, or Ad-shRegnase-1 for 36 h. The cells were exposed to the nitric oxide (NO) donor, sodium nitroprusside (SNP), to induce apoptosis as a positive control [26]. Apoptosis markers (e.g., Fas, Bad, and Bcl3) were detected by RT-PCR analysis. To examine apoptosis of chondrocytes in the cartilage tissue, sham- or DMM-operated WT mice were IA injected with Ad-C, Ad-shScramble, Ad-Regnase-1, or Ad-shRegnase-1 to modulate Regnase-1 expression. Apoptotic chondrocytes in the cartilage tissue were detected by a TUNEL (terminal deoxynucleotidyl transferase dUTP nick-end labeling) assay kit from Roche Diagnostics [27].

### Western blotting

Total cell lysates were prepared in lysis buffer [150 mM NaCl, 1% NP-40, 50 mM Tris, 0.2% sodium dodecyl sulfate (SDS), 5 mM NaF] containing a cocktail of protease inhibitors and phosphatase inhibitors (Roche). The following antibodies were used for Western blotting to detect cellular proteins: rabbit anti-Regnase-1 (Novus Biologicals), rabbit anti-SOX9 (Abcam), mouse anti-HIF-2α (Santa Cruz Biotech), and goat anti-Lamin B (Santa Cruz Biotech). For detection of secreted proteins (MMP3 and MMP13), 900 μl of serum-free conditioned medium was subjected to trichloroacetic acid precipitation, and the proteins were fractionated by SDS-PAGE, transferred to a nitrocellulose membrane, and detected using rabbit anti-MMP3 (Abcam) and rabbit anti-MMP13 (Aviva Systems Biology) antibodies.

### Enzyme-linked immunosorbent assay (ELISA)

The protein levels of all SAA isoforms secreted from primary-culture chondrocytes were detected by ELISA. Briefly, 900 μl of serum-free-conditioned medium were collected and stored at − 80 °C until analysis. The SAA levels were analyzed using a mouse quantikine ELISA kit (R&D systems) according to the manufacturer’s protocol.

### Microarray analysis

Our microarray data from chondrocytes stimulated with IL-1β treatment or those overexpressing HIF-2α (Ad-HIF-2α infection) or ZIP8 (Ad-ZIP8 infection) were previously deposited to the Gene Expression Omnibus under accession codes GSE104794 (HIF-2α), GSE104795 (ZIP8), and GSE104793 (IL-1β). We also performed microarray analysis in chondrocytes infected with 800 MOI of Ad-Regnase-1 or Ad-shRegnase-1 for 36 h. Briefly, the total RNA was extracted from mouse articular chondrocytes using a Purelink RNA mini kit (Ambion) and analyzed using Affymetrix Gene Chip arrays (Affymetrix GeneChip Mouse Gene 2.0 ST Array) in accordance with the Affymetrix protocol (Macrogen Inc.). The probe signals in the raw data were normalized with respect to the RMA (Robust Multi-array Average) for each separate data set (infection of Ad-C, Ad-Regnase-1, Ad-shC, or Ad-shRegnase-1). These microarray data were deposited to the Gene Expression Omnibus under accession codes GSE153179 (for Ad-Regnase-1 and Ad-shRegnase-1).

### Reverse transcription-polymerase chain reaction (RT-PCR) and quantitative RT-PCR (qRT-PCR) analysis

Total RNA was extracted from primary-culture chondrocytes using the TRI reagent (Molecular Research Center, Inc.). The total RNA was reverse transcribed, and the resulting cDNA was PCR amplified using the PCR primers and experimental conditions summarized in Supplementary Table 1. qRT-PCR was performed using an iCycler thermal cycler (Bio-Rad) and SYBR premixExTaq. Transcript levels were normalized with respect to those of β-actin and expressed as fold changes relative to the control.

### Luciferase assay

The SAA3–3′-UTR reporter plasmid, which contained the 5′-AATAAATACTTGTGAAATGCA-3′ sequence of 3′-UTR of SAA3, was purchased from GeneCopoeia. Primary-culture mouse chondrocytes were pretreated with hyaluronidase type I-S (Sigma) for 3 h in serum-free DMEM and transfected by incubation for 6 h with SAA3-3′-UTR reporter vector (0.05 μg) and Lipofectamine 2000, as described by the manufacturer. The cells were co-transfected with 0.05 μg of empty vector (Origene), WT-Regnase-1 expression vector (Origene), or D141N Regnase-1 (which lacks RNase activity) [13]. The cells were harvested at 24 h after treatment, and firefly luciferase and Renilla luciferase activities were measured using a Dual-Luciferase Assay System (Promega).

### Statistical analysis

For statistical comparison of experimental groups, the data were analyzed by the Shapiro-Wilk test for normality and Levene’s test for homogeneity of variance. Two groups of non-parametric data based on the ordinal grading systems (OARSI grade, synovitis, osteophyte maturity) were compared using the Mann–Whitney *U* test, whereas the Kruskal-Wallis test was used to compare multi-groups of non-parametric data. We also used the Mann–Whitney *U* test for the direct comparison of pairs of groups among the multi-groups of non-parametric data. Parametric data collected from two independent experimental groups were compared by two-tailed *t* test. For comparisons of three or more groups of parametric data, one-way analysis of variance (ANOVA) with Bonferroni’s post hoc test was used. Each *n* number indicates the number of biologically independent samples or mice per group. Significance was accepted at the 0.05 level of probability (*p* < 0.05). Each bar represents the s.e.m. for parametric data and the calculated 95% confidence interval (CI) for nonparametric data.

## Results

### OA-associated catabolic factors upregulate Regnase-1 in mouse articular chondrocytes

To identify RNases that may be associated with OA pathogenesis, we analyzed the expression levels of RNases (both endonucleases and exonucleases) in primary-culture articular chondrocytes stimulated with OA-associated catabolic factors, including a pro-inflammatory cytokine (IL-1β) [6] and adenovirus-mediated overexpression of HIF-2α (Ad-HIF-2α) [7] or ZIP8 (Ad-ZIP8) [8]. Our microarray analysis revealed that Regnase-1 (encoded by *Zc3h12a*) was exclusively upregulated in chondrocytes stimulated with the tested catabolic regulators (Fig. 1a, Supplementary Table 2). We further characterized the expression of Regnase-1 in primary-culture chondrocytes. Unstimulated chondrocytes exhibited various mRNA levels of the different ZC3H12 family members (Fig. 1b); our RT-PCR (Supplementary Fig. 1A and B) and quantitative RT-PCR (qRT-PCR) (Fig. 1c–e) analyses revealed that Regnase-1 was upregulated by IL-1β treatment (Fig. 1c) or infection of Ad-HIF-2α (Fig. 1d) or Ad-ZIP8 (Fig. 1e). Regnase-1 protein levels were also increased by IL-1β treatment or Ad-Regnase-1 infection in primary-culture chondrocytes (Fig. 1f). The mRNA levels of other ZC3H12 family members were not modulated by Regnase-1 overexpression (Supplementary Fig. 1C). Although articular chondrocytes play a critical role in OA pathogenesis, other joint cell types, such as FLS in synovium, also play roles in the onset and progression of OA [1, 2]. We, therefore, examined the effects of OA-associated catabolic factors on the expression of ZC3H12 family members in FLS. All of the examined catabolic factors caused specific upregulation of Reganse-1 in FLS, although the degree of upregulation was much smaller than that observed in chondrocytes (Supplementary Fig. 1D and E). Additionally, overexpression or downregulation of Regnase-1 in FLS by infection Ad-Regnase-1 and Ad-shRegnase-1, respectively, did not alter the expression levels of the tested matrix-degrading enzymes (Supplementary Fig. 1F). We, therefore, focused on exploring the function of Regnase-1 in chondrocytes during OA pathogenesis.

**Fig. 1:**
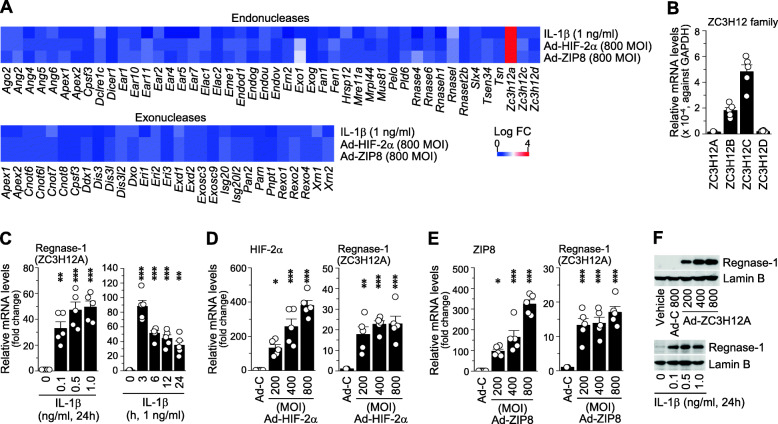
Regnase-1 is upregulated in chondrocytes by OA-associated catabolic factors. **a** Heat map of RNase mRNA expression levels obtained by microarray analysis of primary-culture mouse articular chondrocytes treated with IL-1β, Ad-HIF-2α, or Ad-ZIP8 (*n* = 4). **b** Relative mRNA levels of ZC3H12 family members in unstimulated chondrocytes (*n* = 5). **c**–**e** Relative mRNA levels of Regnase-1 and the indicated molecules in chondrocytes stimulated with IL-1β (**c**), infected with Ad-HIF-2α (**d**), or infected with Ad-ZIP8 (**e**) (*n* = 5). **f** Representative Western blot images of Regnase-1 in chondrocytes treated with Ad-Regnase-1 or IL-1β (*n* = 4). Lamin B was used as a loading control. Values in **b**–**e** are means ± s.e.m. and one-way ANOVA with Bonferroni’s post hoc test (*p < 0.05, **p < 0.005, ***p < 0.0005)

### Overexpression of Regnase-1 in joint tissues ameliorates post-traumatic OA cartilage destruction in mice

Because the above-described results suggest that upregulated Regnase-1 in OA-like chondrocytes may play a role in OA pathogenesis, we examined the functions of Regnase-1 in OA development by overexpressing it in mouse knee joint tissues via intra-articular (IA) injection of Ad-Regnase-1. We previously reported that an adenoviral system can be used to effectively deliver transgenes into joint tissues [7–9]. Consistent with this, immunohistochemical staining of joint sections confirmed the overexpression of Regnase-1 in cartilage and synovial tissues (Fig. 2a). However, this overexpression of Regnase-1 did not cause any OA-like change in the cartilage or synovium of the joint tissues (Fig. 2a). Consistently, Regnase-1 overexpression in primary-culture chondrocytes did not affect the mRNA levels of matrix-degrading enzymes (MMP3, MMP13, and ADAMTS5) or cartilage ECM molecules (type II collagen or aggrecan) (Fig. 2b).

**Fig. 2:**
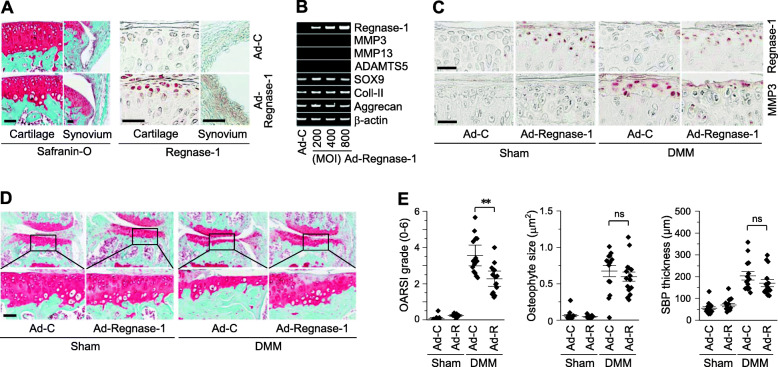
Overexpression of Regnase-1 in joint tissue ameliorates post-traumatic OA cartilage destruction in mice. **a** Representative images of Safranin-O staining (left) and Regnase-1 immunostaining (right) of WT mice IA-injected with empty virus (Ad-C; *n* = 5 mice) or Ad-Regnase-1 (*n* = 8 mice). **b** Representative RT-PCR images of the indicated molecules in chondrocytes treated with the indicated MOI of Ad-C or Ad-Regnase-1 (*n* = 5). **c**–**e** Sham- or DMM-operated WT mice were IA-injected with Ad-Control (Ad-C) or Ad-Regnase-1 (Ad-R). Representative immunostaining images of Regnase-1 and MMP3 in cartilage sections (**c**), Safranin-O staining images (**d**), and scoring of OARSI grade, osteophyte size, and subchondral bone plate (SBP) thickness (**e**) at 8 weeks after operations (*n* = 15 mice per group). Vales in **e** are means ±95% CI with Mann–Whitney *U* test for OARSI grade and means ± s.e.m. with two-tailed *t* test for osteophyte size and SBP thickness. **p < 0.005. ns, not significant. Scale bar: 50 μm

We further examined the effects of Regnase-1 overexpression in knee joint tissues under DMM-induced post-traumatic OA. In contrast to the effects of Regnase-1 overexpression alone, adenoviral overexpression of Regnase-1 in joint tissues in DMM-operated mice (Fig. 2c) significantly suppressed post-traumatic OA cartilage destruction (Fig. 2d, e). Other examined manifestations of OA, such as osteophyte formation and thickness of the subchondral bone plate (SBP), also tended to be reduced by Regnase-1 overexpression, but the differences did not reach the level of statistical significance (Fig. 2d, e). Consistent with this reduced OA cartilage destruction, the increased expression of MMP3 protein in cartilage of DMM-operated mice was reduced by Regnase-1 overexpression via IA injection of Ad-Regnase-1 (Fig. 2c). These findings suggest that overexpression of Regnase-1 alone does not cause OA pathogenesis; instead, upregulated Regnase-1 in OA chondrocytes appears to play a protective role in DMM-induced post-traumatic cartilage destruction in mice.

### Knockdown of Regnase-1 exacerbates post-traumatic OA cartilage destruction

To further elucidate the functions of Regnase-1 in OA pathogenesis, we downregulated Regnase-1 in whole-joint tissues via IA injection of an adenovirus expressing shRNA against Regnase-1 (Ad-shRegnase-1). IA injection of Ad-shRegnase-1 alone did not cause cartilage damage (Supplementary Fig. 2A). Consistently, Regnase-1 knockdown in primary-culture chondrocytes did not affect the expression levels of matrix-degrading enzymes, cartilage ECM molecules, or other members of ZC3H12 family (Supplementary Fig. 2B and C). However, knockdown of Regnase-1 in joint tissues via IA injection of Ad-shRegnase-1 in DMM-operated mice (Supplementary Fig. 2D) significantly enhanced DMM-induced OA manifestations, such as cartilage destruction, osteophyte formation, and thickening of the SBP plate (Fig. 3a, b). Furthermore, the increased MMP3 protein level found in cartilage of DMM-operated mice was further increased by Regnase-1 knockdown via IA injection of Ad-shRegnase-1 (Supplementary Fig. 2D). Our results are consistent with the idea that upregulated Regnase-1 in OA chondrocytes has chondro-protective effects in DMM-induced OA pathogenesis.

**Fig. 3:**
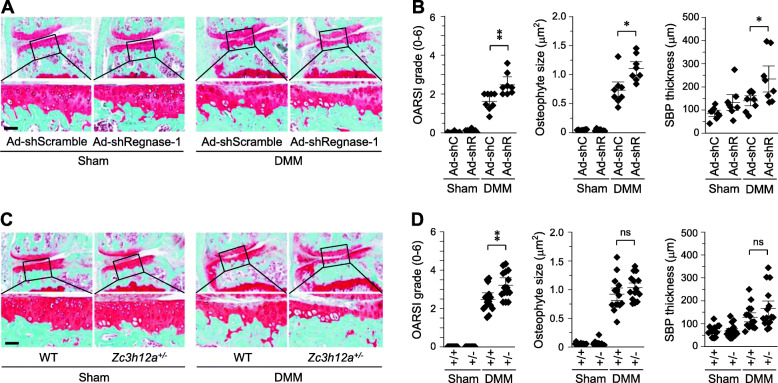
Knockdown or genetic ablation of Regnase-1 exacerbates OA pathogenesis in mice. **a**, **b** Sham- or DMM-operated WT mice were IA-injected with Ad-shScramble (Ad-shC) or Ad-shRegnase-1 (Ad-shR) and sacrificed at 6 weeks after operation (*n* = 8 mice per group). Safranin-O staining images (**a**) and scoring of OARSI grade, osteophyte size, and SBP thickness (**b**). **c**, **d** WT (*Zc3h12a*^*+/+*^) and *Zc3h12a*^*+/−*^ mice were subjected to sham operation or DMM surgery and sacrificed at 6 weeks after operation (*n* = 15 mice per group). Representative Safranin-O staining images (**c**) and scoring of OARSI grade, osteophyte size, and SBP thickness (**d**). Values in **b** and **d** are means ±95% CI with Mann–Whitney *U* test for OARSI grade and means ± s.e.m. with two-tailed *t* test for osteophyte size and SBP thickness. *p < 0.05 and **p < 0.005. ns, not significant. Scale bar: 50 μm

We further validated the functions of Regnase-1 in OA pathogenesis by using a Regnase-1 KO mouse generated by deleting 68 bp from exon 2 of the *Zc3h12a* gene (Supplementary Fig. 3A and B). Because homozygous KO mice (*Zc3h12a*^*−/−*^) exhibit pre-mature death within 12 weeks of birth [20], we used heterozygous *Zc3h12a*^*+/−*^ mice for our experimental OA studies. *Zc3h12a*^*+/−*^ mice exhibited markedly decreased mRNA levels of Regnase-1, but no alteration of the mRNA levels for other ZC3H12 family members, in chondrocytes and had normal skeletal development in E18.5 embryos (Supplementary Fig. 3C). Compared with WT littermates, *Zc3h12a*^*+/−*^ mice exhibited significant enhancement of DMM-induced cartilage erosion but no significant change in osteophyte formation or SBP thickness (Fig. 3c, d). Consistently, the increased MMP3 protein level in the cartilage of DMM-operated WT mice was further increased in *Zc3h12a*^*+/−*^ mice (Supplementary Fig. 3D). These results additionally indicate that upregulated Regnase-1 exerts protective functions in DMM-induced post-traumatic OA cartilage destruction in mice.

### Regnase-1 modulates the expression levels of matrix-degrading enzymes in chondrocytes

To elucidate possible mechanisms underlying the protective effects of Regnase-1, we examined whether Regnase-1 modulates the expression levels of matrix-degrading enzymes and cartilage ECM molecules in chondrocytes. For this purpose, Regnase-1 was overexpressed in primary-culture chondrocytes via Ad-Regnase-1 infection, and the chondrocytes were stimulated with IL-1β (Fig. 4a). Among the examined molecules, the mRNA and protein levels of MMP3 were slightly but significantly decreased by the overexpression of Regnase-1 in IL-1β-treated chondrocytes (Fig. 4b and c). Similarly, the HIF-2α-induced increases in the mRNA and protein levels of MMP3 were slightly but significantly decreased by Regnase-1 overexpression, whereas the mRNA levels of the other examined catabolic and anabolic factors were not modulated (Fig. 4d–f).

**Fig. 4:**
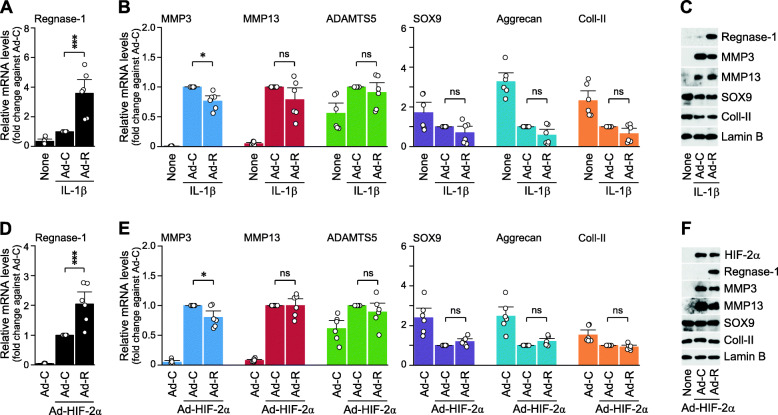
Effects of Regnase-1 overexpression on the expression of matrix-degrading enzymes and ECM molecules. **a**–**c** Primary-culture chondrocytes were infected with 800 MOI of Ad-C or Ad-Regnase-1 (Ad-R) for 12 h, and exposed to IL-1β (0.01 ng/ml) for an additional 24 h. mRNA levels of the indicated molecules were quantified by qRT-PCR analysis (**a**, **b**, *n* = 6). **d**–**f** Primary-culture chondrocytes were pre-infected with 400 MOI of Ad-C or Ad-Regnase-1 (Ad-R) for 12 h and additionally infected with 400 MOI of Ad-HIF-2α for 24 h. Untreated chondrocytes were infected with 800 MOI of Ad-C as a control. The indicated molecules were quantified by qRT-PCR analysis (**d**, **e**, *n* = 6). Representative Western blot images of the indicated molecules are presented in **c** (*n* = 6). Means ± s.e.m. with one-way ANOVA with Bonferroni’s post hoc test. *p < 0.05 and ***p < 0.0005. ns, not significant

While Regnase-1 overexpression caused a relatively small modulation of MMP3 expression, *Zc3h12a*^*−/−*^ chondrocytes exhibited a more dramatic modulation of the expression levels of matrix-degrading enzymes: *Zc3h12a*^*−/−*^ chondrocytes exhibited significantly increased expression of MMP3, MMP13, and ADAMTS5 at the mRNA and protein levels under IL-1β treatment, compared to the levels seen in IL-1β-treated WT chondrocytes (Fig. 5a, b). The upregulations of MMP3, MMP13, and ADAMTS5 in HIF-2α-overexpressing chondrocytes were also significantly enhanced in *Zc3h12a*^*−/−*^ chondrocytes (Fig. 5c, d). The enhanced expression levels of matrix-degrading enzymes in *Zc3h12a*^*−/−*^ chondrocytes were well consistent with the enhanced OA cartilage destruction seen in DMM-operated *Zc3h12a*^*−/−*^ mice.

**Fig. 5:**
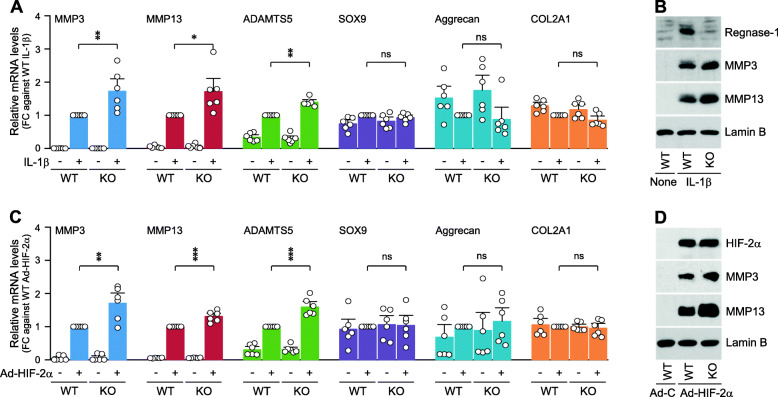
*Zc3h12a*^*−/−*^ chondrocytes exhibit enhanced expression of matrix-degrading enzymes when treated with IL-1β or Ad-HIF-2α. **a**, **b** WT and KO (*Zc3h12a*^*−/−*^) chondrocytes were treated with 0.01 ng/ml of IL-1β for 36 h mRNA levels (**a**) and protein levels (**b**) of the indicated molecules were determined by qRT-PCR analysis and Western blotting, respectively (*n* = 6). **c**, **d** WT and KO (*Zc3h12a*^*−/−*^) chondrocytes were infected with 800 MOI of Ad-HIF-2α for 36 h. mRNA levels (**c**) and protein levels (**d**) of the indicated molecules were determined by qRT-PCR analysis and Western blotting, respectively (*n* = 6). Values are means ± s.e.m. with one-way ANOVA with Bonferroni’s post hoc test. *p < 0.05, **p < 0.005, ***p < 0.0005. ns, not significant

Although overexpression or knockdown of Regnase-1 alone did not modulate the expression levels of matrix-degrading enzymes in chondrocytes (Fig. 2b, Supplementary Fig. 2B), the upregulation of these enzymes by OA-associated catabolic factors, such as IL-1β and HIF-2α, was significantly inhibited by Regnase-1 overexpression (Fig. 4) and potentiated by Regnase-1 knockout in chondrocytes (Fig. 5). Therefore, it is likely that upregulated Regnase-1 in OA chondrocytes may suppress cartilage destruction by forming a negative feedback loop of catabolic signals, such as the expression of matrix-degrading enzymes, in chondrocytes. This idea was further supported by our observation that the MMP3 protein level in the cartilage of DMM-operated mice was reduced by Regnase-1 overexpression (Fig. 2c), whereas the DMM-induced upregulation of MMP3 protein in the cartilage tissue was further increased by Regnase-1 knockdown (Supplementary Fig. 2D) and in *Zc3h12a*^*+/−*^ mice compared with WT littermates (Supplementary Fig. 3D).

### Regnase-1 does not modulate chondrocyte apoptosis

A previous report that Regnase-1 selectively destabilizes transcripts associated with antiapoptotic genes in breast cancer cells [15] led us to examine whether Regnase-1 modulates chondrocyte apoptosis during OA pathogenesis. In contrast to cancer cells, either upregulation or downregulation of Regnase-1 in primary-culture chondrocytes via infection of Ad-Regnase-1 and Ad-shRegnase-1, respectively, did not modulate the mRNA levels of apoptosis-associated Fas, Bad, or Bcl3 (Supplementary Fig. 4A). Furthermore, IA injection of Ad-Regnase-1 or Ad-shRegnase-1 in mice did not modulate the DMM-induced apoptosis of articular chondrocytes (Supplementary Fig. 4B and C). These results indicate that chondrocyte apoptosis is not associated with the capacity of Regnase-1 to modulate OA pathogenesis in mice.

### Identification and characterization of Regnase-1 targets in chondrocytes

Regnase-1 directly binds to stem-loop structures in the 3′-UTRs of target mRNAs to cause their decay (11, 12). 

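The transcript of Zc3h12a, the gene that encodes Regnase-1, was measured in primary-culture articular chondrocytes of 5-day-old mice on Affymetrix GeneChip Mouse Gene 2.0 ST arrays. Cells were exposed for 2 h on culture day 2 to empty adenovirus (Ad-C), to adenovirus carrying Regnase-1 (Ad-Regnase-1) or to adenovirus carrying a short hairpin RNA against it (Ad-shRegnase-1). The array experiment is described with 800 MOI (multiplicity of infection) of the Regnase-1 and short hairpin viruses and 36 h of infection. Each group held 3 arrays, numbered as experiments 1 to 3. None carried a control short hairpin virus, so with Ad-shRegnase-1 an effect of any short hairpin RNA cannot be told apart from the knockdown. The log2 signal of Zc3h12a was 6.27 ± 0.107 (SD, n = 3 arrays) with Ad-C, 8.38 ± 0.0916 (SD, n = 3) with Ad-Regnase-1 and 6.07 ± 0.0596 (SD, n = 3) with Ad-shRegnase-1. Zc3h12a rose 4.33-fold with Ad-Regnase-1, a log2 fold change of 2.11 (standard error 0.0762, adjusted p = 4.6e-06 from limma). With Ad-shRegnase-1 it stood at 0.870 of its Ad-C level, a log2 fold change of −0.20 (standard error 0.0762, adjusted p = 0.397 from limma), although 3 of 3 arrays lay below every Ad-C array. Which part of the transcript the probes of this feature read, and whether the short hairpin RNA leaves that part in place, was not analysed here, which limits what the value says about the knockdown. Groups follow the sample titles, since the free-text descriptions of the 6 arrays with the Regnase-1 and short hairpin viruses name other viruses. Which virus the Ad-shRegnase-1 arrays received rests on their titles, source names and treatment fields. Zc3h12a was not higher in these arrays, whereas the paper reports a rise with Ad-ZIP8, the virus their descriptions name (Supplementary Table 2).

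The authors normalized the probe signals by RMA (robust multi-array average) for each separate data set, and the resulting log2 signals were used here as they stand. The methods list the infections beside the words data set, so whether the 3 groups were normalized together is not clear. If they were not, an effect of the normalization cannot be told apart from that of the virus. Of 41345 features of the array, 25335 carried a gene symbol. The 22180 genes tested were each read from the brightest feature that carried that symbol alone. Groups were compared in limma over all 9 arrays, and p values were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. In addition, 25 gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, and again with a correlation estimated from the arrays. The lists were fixed before the array values were examined but after Supplementary Tables 3–6 had been read, so they are not independent evidence of a direction. Arrays have no read depth, and their number limits the precision. Recovery was tested on simulated arrays, drawn at random for each gene from its mean and residual spread here, with known shifts added. On these, the comparison of Ad-Regnase-1 with Ad-C recovered 95.5% of 67 genes shifted by 1 log2 unit and 68.7% of 67 genes shifted by 0.585. That of Ad-shRegnase-1 with Ad-C recovered 94.0% and 73.1%. Each simulation also shifted 66 genes by 2 log2 units, and the adjusted threshold is easier to pass when many genes change. Where few genes pass, as with Ad-shRegnase-1 on the arrays, recovery would be lower. There the genes Cd80 and Vmn1r127 changed by more than 1 log2 unit and did not pass over all tested genes. The draws were independent between genes, which the arrays need not be, so recovery on the arrays may be lower.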

To identify target mRNAs of Regnase-1 in chondrocytes, we infected primary-culture chondrocytes with Ad-Regnase-1 or Ad-shRegnase-1 to upregulate and downregulate Regnasse-1, respectively, and conducted microarray analyses. 

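Of 47 measured transcripts of the Dlk1-Dio3 imprinted cluster, which holds the long noncoding RNA Meg3 and many microRNAs, 33 fell with Ad-Regnase-1 and none rose (39 lower when adjusted over the list alone). Mir379 fell to 0.443 of its Ad-C level (log2 fold change −1.18, standard error 0.145, adjusted p = 0.00243 from limma) and Mir377 to 0.435. As a set the cluster was lower by camera (adjusted p = 2.46e-22, and adjusted p = 0.158 with an estimated correlation), and its members moved together between arrays of the same group, with a mean pairwise correlation of 0.324 where random lists gave a median of −0.00163. Of 25 measured genes of the ATF4 response to amino acid shortage, 15 fell and none rose (19 lower when adjusted over the list alone). Fgf21, which encodes a hormone of the fasting response, fell to 0.248 of its Ad-C level (log2 fold change −2.01, standard error 0.228, adjusted p = 0.00181 from limma), and Chac1, which encodes an enzyme that degrades glutathione, fell to 0.607. The ATF4 list was lower as a set (adjusted p = 4.15e-12 by camera, and adjusted p = 0.167 with an estimated correlation).

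Of 14 measured genes of chondrocyte hypertrophy and bone formation, Ogn, Omd, Panx3 and Pth1r fell, to between 0.548 and 0.640 of their Ad-C level, and none rose (7 lower when adjusted over the list alone). Ogn and Omd encode small leucine-rich proteoglycans of the matrix. The calls of Panx3 and Pth1r were lost without each of Ad-C replicates 2 and 3 and Ad-Regnase-1 replicates 2 and 3, and that of Pth1r also without Ad-Regnase-1 replicate 1, with adjusted p between 0.0555 and 0.0985. Both calls were also lost with only the 2 groups compared (adjusted p = 0.0636 and 0.0535). The list was lower by camera (adjusted p = 0.000519, and adjusted p = 0.158 with an estimated correlation). In the synthesis of cholesterol and fatty acids, 5 of 22 measured genes fell and none rose (10 lower when adjusted over the list alone), among them Srebf1, a transcription factor of lipid synthesis, at 0.539 and the fatty acid desaturase Fads1 at 0.589 of the Ad-C level. Camera gave adjusted p = 5.42e-05 for these genes, and adjusted p = 0.258 with an estimated correlation. Of 10 smooth muscle and myofibroblast markers, 1 fell, the calponin gene Cnn1, to 0.381 (list lower by camera, adjusted p = 0.00976, and adjusted p = 0.375 with an estimated correlation). The call for the smooth muscle list was lost without Ad-C replicate 1 (adjusted p = 0.0857 by camera) and without Ad-Regnase-1 replicate 1 (adjusted p = 0.0680), and with directional fry (adjusted p = 0.0925). These lists were drawn up with Supplementary Tables 3–6 in view, so their counts are not independent evidence. Among the other protein-coding genes with the largest falls were Abi3bp at 0.303, the natriuretic peptide clearance receptor Npr3 at 0.387 and Igfbp5, which encodes a binding protein of insulin-like growth factors, at 0.391 of the Ad-C level.

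In all, 1045 genes fell with Ad-Regnase-1 and 941 rose by limma, 1986 of the genes tested. This total was 972 without Ad-C replicate 2, 984 without Ad-C replicate 3, 1294 without Ad-Regnase-1 replicate 2 and 927 without Ad-Regnase-1 replicate 3. On fold change alone, 141 features with a gene symbol were below 0.6-fold, of which 131 also passed limma and 135 had every Ad-Regnase-1 array below every Ad-C array. The other 9 splits of the same 6 arrays gave 15.5 such features on average, with a range of 0 to 62. Of the 141 features, 5 were above 1.5-fold with Ad-shRegnase-1. They were Mir382 and Mir341 of the imprinted cluster, the sphingomyelinase gene Smpd3, the citrate transporter gene Slc13a5 and Saa3. With Ad-shRegnase-1 none of the 5 passed limma, and random regroupings of the 9 arrays, 100 in number, gave 1.28 such features on average and 18 at most. The number of such features was 1 without Ad-C replicate 1, 2 without Ad-C replicate 3, 3 without Ad-Regnase-1 replicate 3, 3 without Ad-shRegnase-1 replicate 1 and 8 without Ad-shRegnase-1 replicate 2.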

From among the 161 genes found to be downregulated (< 0.6-fold) by Regnase-1 overexpression, only nine were upregulated (> 1.5-fold) by Regnase-1 knockdown (Fig. 6a, Supplementary Table 3). In contrast, of the 67 genes that were upregulated (> 1.5-fold) by Regnase-1 knockdown, 10 genes were downregulated (< 0.7-fold) by Regnase-1 overexpression (Fig. 6a, Supplementary Table 4). 

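In Ad-shRegnase-1 chondrocytes, no gene was higher than with Ad-C at the threshold of limma, and 1 gene was lower. That gene was Abi2, which encodes an Abl-interacting regulator of the actin cytoskeleton, at 0.680 of its Ad-C level (log2 fold change −0.56, standard error 0.0548, adjusted p = 0.0457 from limma), and its call was lost without any 1 of the 9 arrays, with adjusted p between 0.0597 and 0.257. It was also lost with only the 2 groups compared (adjusted p = 0.219), with eBayes robust (0.0505) and with array weights (0.0509). Among protein-coding genes above Ad-C in 3 of 3 arrays, the smallest p values belonged to the vomeronasal receptor gene Vmn1r127 (2.15-fold, adjusted p = 0.0718 from limma), Tlcd2 (1.46-fold, adjusted p = 0.0798) and the insulin receptor gene Insr (1.33-fold, adjusted p = 0.0864), none past the threshold. Over features brighter than the median, with fewer genes tested, 5 genes were higher (Vmn1r127, Tlcd2, Insr, Oxr1 and Klk8, adjusted p between 0.0304 and 0.0459) and 16 lower, among them B4galt1, Cd80, E2f8 and Tnfrsf10b, and over all features of the array 12 were higher and 3 lower. Vmn1r127 also rose with Ad-Regnase-1 (log2 fold change 0.68, adjusted p = 0.0196 from limma), and so did Acot13 (log2 fold change 0.33, adjusted p = 0.0197), at 1.34-fold with Ad-shRegnase-1 (adjusted p = 0.124). These 2 calls with Ad-Regnase-1 were lost without 1 array, that of Vmn1r127 without Ad-C replicate 1 or 2 or Ad-Regnase-1 replicate 3 (adjusted p between 0.0586 and 0.0774) and that of Acot13 without Ad-C replicate 1 or 3 or Ad-Regnase-1 replicate 1 or 3 (adjusted p between 0.0572 and 0.0727). Insr fell with Ad-Regnase-1 to 0.682 of its Ad-C level (log2 fold change −0.55, standard error 0.0604, adjusted p = 0.00155 from limma). Oxr1, an oxidation resistance gene, fell to 0.781 with Ad-Regnase-1 (adjusted p = 0.00815 from limma) and was 1.30-fold with Ad-shRegnase-1 (adjusted p = 0.116).

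No member of the gene lists passed the threshold with Ad-shRegnase-1. In the Dlk1-Dio3 cluster 43 of 47 transcripts had a positive log2 fold change (5 higher when adjusted over the list alone), and the cluster was higher as a set by camera (adjusted p = 1.81e-10, and adjusted p = 0.507 with an estimated correlation). The smallest p in the cluster was that of Mir1197, at 1.39-fold (log2 fold change 0.48, standard error 0.0685, adjusted p = 0.0798 from limma). In the list of cartilage matrix and chondrocyte identity 24 of 26 genes had a positive log2 fold change (none when adjusted over the list alone), and the list was higher by camera (adjusted p = 2.7e-06, and adjusted p = 0.542 with an estimated correlation). Matn3, which encodes the cartilage protein matrilin-3, stood at 1.39-fold (adjusted p = 0.272 from limma) and the type XI collagen gene Col11a1 at 1.17-fold (adjusted p = 0.332). Both lists were fixed after the fold changes of the supplementary tables had been seen and are not independent evidence.

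On fold change alone, 41 features with a gene symbol were above 1.5-fold with Ad-shRegnase-1. In 26 of them every Ad-shRegnase-1 array lay above every Ad-C array, and 0 passed limma. They include the Y-linked genes Uty and Eif2s3y, which read low in Ad-C replicate 3 and had log2 fold changes of 0.18 and 0.07 without that array. Over the 22180 genes, an unadjusted p under 0.05 was found for 2389 genes, 985 higher and 1404 lower, where chance gives 1109 on average. Genes that move together make that number vary more, and it was not counted for other splits. The excess therefore does not show an effect of the virus. Other splits of these 6 arrays gave 18.6 features above 1.5-fold on average and 83 at most. The count was 63 without Ad-C replicate 2 and 74 without Ad-shRegnase-1 replicate 3. Of the 41 features, 6 were below 0.7-fold with Ad-Regnase-1, among them Mir382 at 1.62-fold and 0.498-fold and Smpd3 at 1.59-fold and 0.566-fold. This number was 12 without Ad-C replicate 2, 3 without Ad-shRegnase-1 replicate 1, 11 without Ad-shRegnase-1 replicate 2 and 10 without Ad-shRegnase-1 replicate 3.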

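The largest rise with Ad-Regnase-1 was that of Hspa1a, which encodes an inducible HSP70 chaperone, at 21.1-fold (log2 fold change 4.40, standard error 0.189, adjusted p = 1.18e-05 from limma). Its near-identical paralog Hspa1b, which may share signal with it on the array, rose 11.7-fold. Of 17 measured genes of the heat shock response, 8 rose and none fell (13 higher and 1 lower when adjusted over the list alone). The list was higher by camera (adjusted p = 1.47e-09, and adjusted p = 0.167 with an estimated correlation). Of 23 measured ERK-responsive genes, 11 rose and none fell (17 higher when adjusted over the list alone), with Dusp6, which encodes a phosphatase of ERK, at 3.20-fold, the cyclin D1 gene Ccnd1 at 2.86-fold and Errfi1, which encodes a feedback inhibitor of EGF receptor signaling, at 2.30-fold. This list was higher as a set (adjusted p = 6.66e-15 by camera, and adjusted p = 0.158 with an estimated correlation). Kitl, which encodes stem cell factor, rose 4.79-fold (log2 fold change 2.26, standard error 0.166, adjusted p = 0.000264 from limma). Gpnmb, Ccn3, H2-Q10 and Ptpn22 rose 4.30- to 5.15-fold. With the mean of a gene's features in place of the brightest, the log2 fold change of H2-Q10 was 1.23 instead of 2.36 and that of Dusp6 0.87 instead of 1.68, both still past the threshold.

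Of 33 measured cell cycle genes, 14 rose with Ad-Regnase-1 and none fell (27 higher when adjusted over the list alone). Rrm2, which encodes a ribonucleotide reductase subunit, rose 2.10-fold, a call lost without Ad-Regnase-1 replicate 3 (adjusted p = 0.0523), the replication clamp gene Pcna 1.66-fold and the cyclin E1 gene Ccne1 1.61-fold (list higher by camera, adjusted p = 2.15e-15, and adjusted p = 0.237 with an estimated correlation). Of 19 measured p53-responsive genes, 11 rose and none fell (15 higher when adjusted over the list alone), including Eda2r at 2.63-fold and Trp53inp1 at 1.95-fold. Camera gave adjusted p = 3.02e-09 for the p53 list, and adjusted p = 0.158 with an estimated correlation. In the same arrays 2 of 15 macrophage and monocyte markers rose, Cd68 at 2.94-fold and Mrc1 at 1.69-fold, and of 15 fibroblast and synovial lining markers 4 rose and 5 fell.

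With Ad-shRegnase-1, the cell cycle, ERK-responsive and p53-responsive lists were lower as sets by camera, although no single member passed limma. All 33 cell cycle genes had a negative log2 fold change (adjusted p = 1.31e-12, and adjusted p = 0.542 with an estimated correlation, 3 genes lower when adjusted over the list alone). The transcription factor gene E2f8 was at 0.611 of its Ad-C level (log2 fold change −0.71, standard error 0.100, adjusted p = 0.0798 from limma). For the ERK-responsive list camera gave adjusted p = 9.83e-08 (adjusted p = 0.507 with an estimated correlation, 10 genes lower when adjusted over the list alone), with Spry2 at 0.738. For the p53-responsive list it gave adjusted p = 1.18e-09 (adjusted p = 0.336 with an estimated correlation, 7 genes lower when adjusted over the list alone), with the death receptor gene Tnfrsf10b at 0.609. Smooth muscle and myofibroblast markers were also lower as a set (adjusted p = 0.0166, and adjusted p = 0.628 with an estimated correlation), a call that was lost without Ad-C replicate 1 (adjusted p = 0.119), Ad-shRegnase-1 replicate 1 (adjusted p = 0.297) or Ad-shRegnase-1 replicate 2 (adjusted p = 0.0877) and over features brighter than the median (adjusted p = 0.0585). With directional fry none of the lists was called with Ad-shRegnase-1. Cd80, a ligand of T cell costimulation, stood at 0.398 of its Ad-C level (log2 fold change −1.33, standard error 0.172, adjusted p = 0.0718 from limma) and B4galt1, a galactosyltransferase gene, at 0.664 (adjusted p = 0.0519). The lists followed a reading of the supplementary fold changes and are not independent evidence.

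Above 2.0-fold with Ad-Regnase-1 were 130 features with a gene symbol, 120 of them past limma and 129 with every array above Ad-C, where other splits of the arrays gave 4 on average and 18 at most. Below 0.7-fold with Ad-shRegnase-1 were 128 features, 0 of them past limma and 93 with every array below Ad-C, where other splits gave 35.9 on average and 145 at most. The second count was 210 without Ad-C replicate 3 and 312 without Ad-shRegnase-1 replicate 3.

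**Figure D1:**
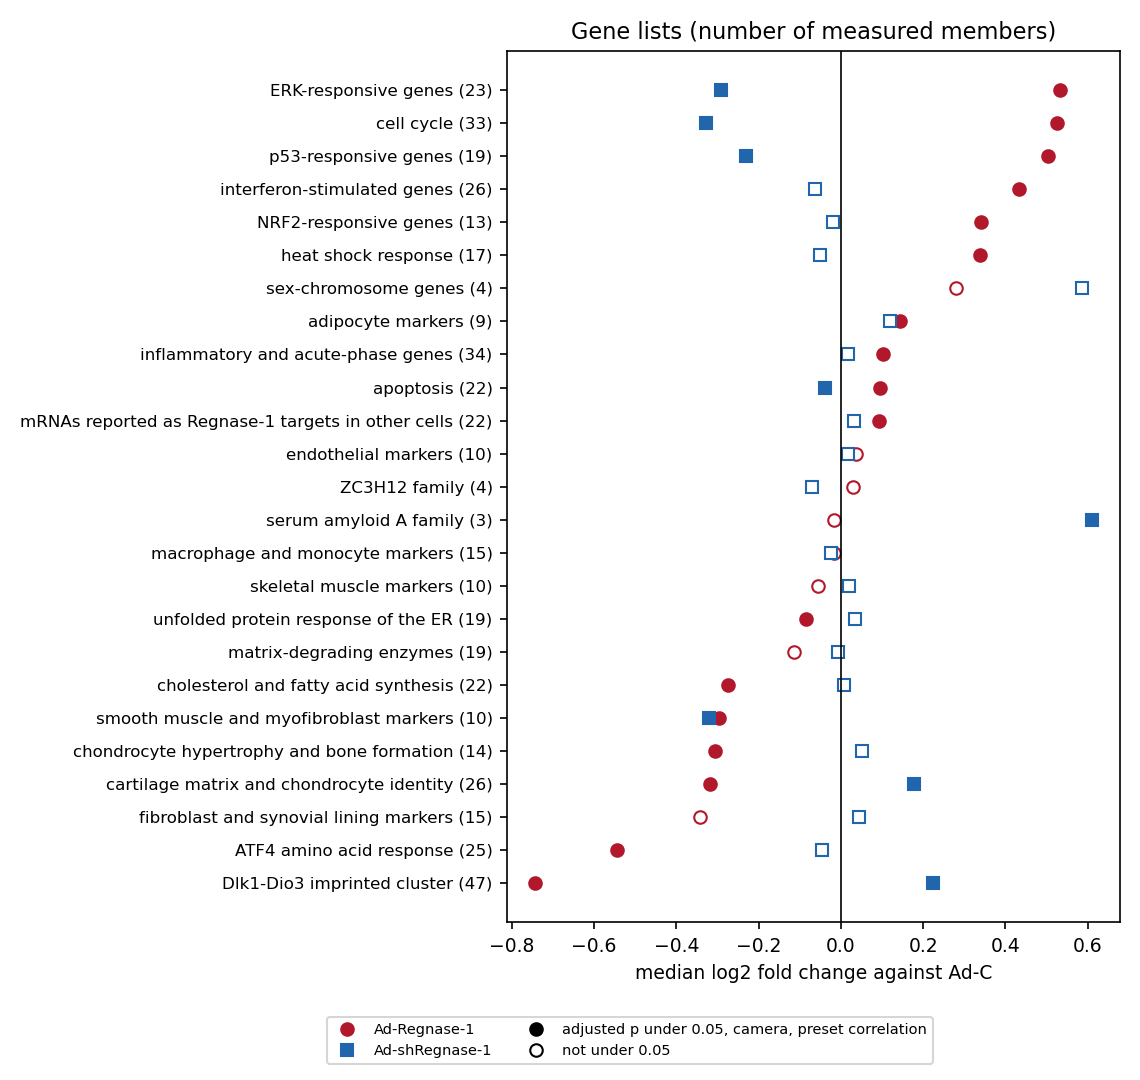
Median log2 fold change against Ad-C of the measured members of each gene list (x axis), with the number of measured members beside the list's name (y axis). Circles are Ad-Regnase-1 and squares Ad-shRegnase-1, filled where camera at the preset correlation gave an adjusted p under 0.05, and the medians run from −0.743 for the Dlk1-Dio3 cluster to 0.532 for the ERK-responsive genes with Ad-Regnase-1 and from −0.328 for the cell cycle list to 0.610 for the serum amyloid A family with Ad-shRegnase-1.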

The genes that were upregulated by Regnase-1 overexpression or downregulated by Regnase-1 knockdown are listed in Supplementary Tables 5 and 6, respectively.

**Fig. 6:**
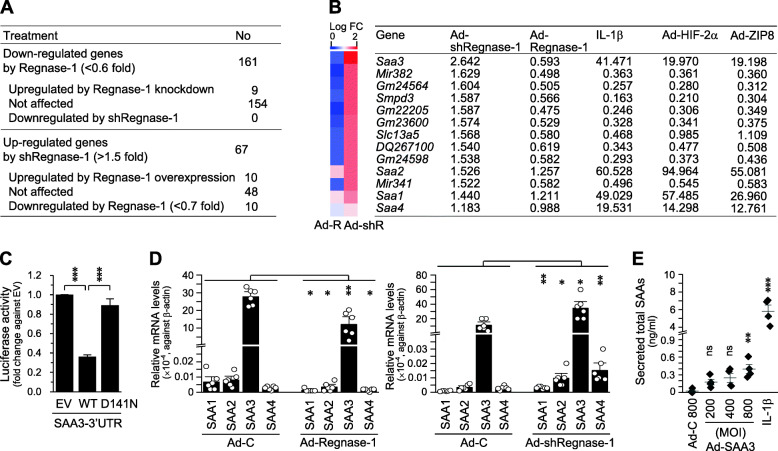
SAA3 is a target of Regnase-1 in chondrocyte. **a**, **b** Number of genes modulated by Regnase-1 (**a**) and list of the top 13 genes that were most markedly regulated by Ad-shRegnase-1 (**b**). **c** Luciferase assay (*n* = 4) in chondrocytes transfected with a reporter plasmid containing the SAA3 3′-UTR sequence. Chondrocytes were co-transfected with empty vector (EV), WT Regnase-1 (WT), or D141N Regnase-1 (D141N). **d** qRT-PCR analysis (*n* = 6) of SAA family members in chondrocytes infected with Ad-Regnase-1 or Ad-shRegnase-1 for 36 h. **e** Quantitation of secreted SAAs by ELISA in chondrocytes treated with IL-1β (0.1 ng/ml, 36 h) or infected with the indicated MOI of Ad-C or Ad-SAA3 (36 h) (*n* = 4). Means ± s.e.m. and one-way ANOVA with Bonferroni’s post hoc test. *p < 0.05, **p < 0.005, ***p < 0.0005

Of the putative targets of Regnase-1, serum amyloid A3 (SAA3) was the most markedly upregulated by Regnase-1 knockdown and downregulated by Regnase-1 overexpression (Fig. 6b). 

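Saa3, an acute-phase gene, had the highest fold change with Ad-shRegnase-1 among the 5 features that were below 0.6-fold with Ad-Regnase-1 and above 1.5-fold with Ad-shRegnase-1, at 2.64-fold, and stood at 0.593-fold with Ad-Regnase-1. Its log2 signal was 8.62 ± 0.211 (SD, n = 3 arrays) with Ad-C, 7.87 ± 2.18 (SD, n = 3) with Ad-Regnase-1 and 10.02 ± 1.57 (SD, n = 3) with Ad-shRegnase-1. Neither difference passed the test. The log2 fold change was 1.40 with Ad-shRegnase-1 (standard error 1.01, adjusted p = 0.659 from limma) and −0.75 with Ad-Regnase-1 (standard error 1.01, adjusted p = 0.725 from limma). With Ad-shRegnase-1, 2 of 3 arrays lay above the Ad-C arrays, at 11.05 and 10.81, and the third read 8.21. With Ad-Regnase-1, 1 of 3 arrays lay below the Ad-C arrays, at 5.36, and the others read 9.28 and 8.96, above them. Without Ad-Regnase-1 replicate 3 the log2 fold change of Saa3 was 0.50, and with Ad-shRegnase-1 it was 2.31 without replicate 3 of that group.

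Some other inflammatory and acute-phase genes had high fold changes in the same Ad-shRegnase-1 arrays, while over the 34 measured genes of the list the median log2 fold change was 0.0173 and 18 were positive. The neutrophil chemokine gene Cxcl5 was at 3.48-fold (log2 fold change 1.80, standard error 0.441, adjusted p = 0.217 from limma) and Steap4, a metalloreductase gene, at 2.58-fold (adjusted p = 0.285), each above Ad-C in 3 of 3 arrays, and the haptoglobin gene Hp was at 1.70-fold (adjusted p = 0.274). None of the 34 passed the threshold with Ad-shRegnase-1 (2 higher when adjusted over the list alone), and the list was not called as a set (adjusted p = 0.422 by camera), though it was called higher without Ad-shRegnase-1 replicate 3 (adjusted p = 0.0459), the array of that group with the lowest Saa3. Over the 9 arrays, the deviation of Saa3 from its group mean went with the mean deviation of the 34 genes of the list, of which Saa3 is not one (Pearson r = 0.929, exact permutation p = 0.0278, and Spearman rho = 0.817, exact permutation p = 0.0185, two-sided, within groups). With the arrays farthest from the median, Ad-Regnase-1 replicate 3 and Ad-shRegnase-1 replicate 3, left out of the correlation, r was 0.747. The deviations were still taken from group means that held these arrays, so this value does not show the relation without them. Taken singly, 22 of the 34 genes went with Saa3 and 12 against it, among them Cxcl10 (r = −0.863).

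The paper takes as putative targets of Regnase-1 the transcripts that were lower with its overexpression and higher with its knockdown, names UAU and UGU loops in the 3′-UTR as a further criterion in its discussion, states that SAA3 stood out (Fig. 6b), and then tests the SAA3 3′-UTR in a reporter assay (Fig. 6c). It also measures SAA family members by qRT-PCR, another assay (Fig. 6d, Supplementary Fig. 5), and calls SAA3 the most significantly modulated of them.

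**Figure D2:**
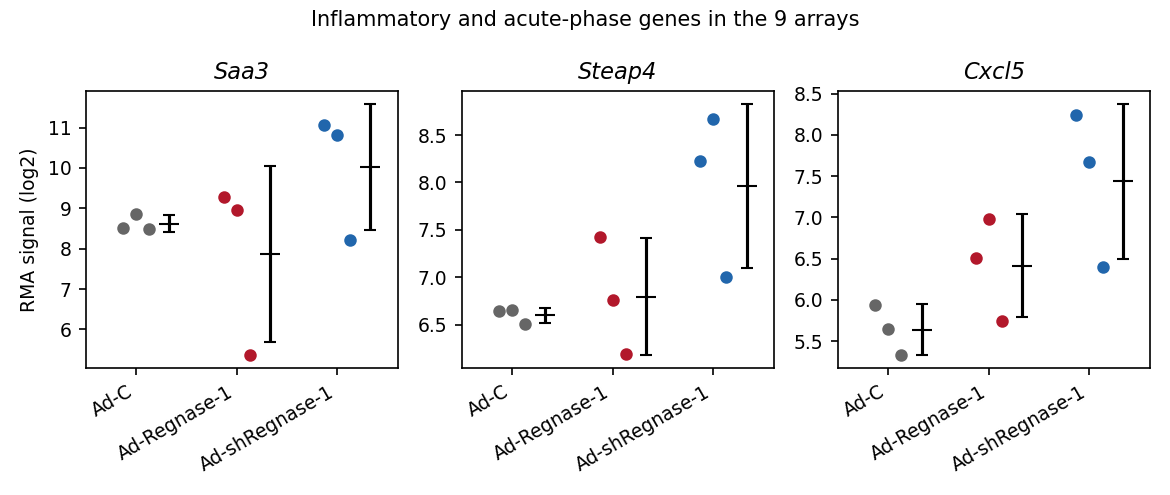
RMA log2 signal (y axis) of Saa3, Steap4 and Cxcl5 in each array of the 3 groups (x axis). Points are single arrays in the order of replicates 1 to 3, and the bar beside them is the mean with the SD over 3 arrays. For Saa3 the Ad-Regnase-1 arrays run from 5.36 to 9.28 and the Ad-shRegnase-1 arrays from 8.21 to 11.05, around Ad-C arrays between 8.49 and 8.87.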

SAA3 is a member of the SAA protein family of apolipoproteins. Different isoforms of SAA are expressed constitutively (constitutive SAAs) at different levels or in response to inflammatory stimuli (acute-phase SAAs) [28]. We first used the SAA3-3′-UTR reporter plasmid to test whether SAA3 is a bona fide direct target of Regnase-1. We found that the expression of WT Regnase-1 reduced luciferase activity, whereas that of D141N Regnase-1, which lacks RNase activity [13], did not (Fig. 6c). In addition to SAA3, we also found that SAA1, SAA2, and SAA4 also tended to be upregulated by Ad-shRegnase-1 and downregulated by Ad-Regnase-1 (Fig. 6b and d, Supplementary Fig. 5). 

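On the arrays, Saa2, an acute-phase SAA gene, stood at 1.53-fold with Ad-shRegnase-1 (log2 fold change 0.61, standard error 0.211, adjusted p = 0.360 from limma) and at 1.26-fold with Ad-Regnase-1 (log2 fold change 0.33, standard error 0.211, adjusted p = 0.406 from limma). Saa4, the constitutive SAA gene, stood at 1.18-fold with Ad-shRegnase-1 (log2 fold change 0.24, standard error 0.0876, adjusted p = 0.383 from limma), above every Ad-C array in 3 of 3 arrays. With Ad-Regnase-1 it stood at 0.988-fold (log2 fold change −0.02, standard error 0.0876, adjusted p = 0.940 from limma). The log2 signal with Ad-C was 3.33 ± 0.385 (SD, n = 3 arrays) for Saa2 and 3.89 ± 0.151 (SD, n = 3) for Saa4, below the median of 5.29 over all features of the array. Saa1 was not analysed here, since no feature carried its symbol alone.

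As a family of 3 measured genes, the SAA genes were higher with Ad-shRegnase-1 by camera (adjusted p = 0.0160, and adjusted p = 0.336 with an estimated correlation), and none of them passed limma (2 higher when adjusted over the list alone). The call of the family was lost without Ad-shRegnase-1 replicate 1 (adjusted p = 0.0509). With Ad-Regnase-1 the family was not called (adjusted p = 0.742 by camera, median log2 fold change −0.0169 and mean −0.147, while the test pointed higher). The family was listed after the paper had named it from these arrays, so its count is not independent evidence.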

Among the SAA family members, SAA3 was the most abundant in chondrocytes (Fig. 6d) and the most significantly modulated by Regnase-1 expression (Supplementary Fig. 5). Additionally, marked amounts of SAA were secreted from chondrocytes in response to IL-1β treatment or SAA overexpression (Fig. 6e). We therefore selected SAA3 as a Regnase-1 target for functional analysis in OA pathogenesis.

### SAA3, a Regnase-1 target, does not modulate OA pathogenesis

The function of SAA3 in OA pathogenesis was examined by its overexpression in joint tissues via IA injection of Ad-SAA3 (Fig. 7a). Compared with Ad-C injection, IA injection of Ad-SAA3 in mice did not affect cartilage homeostasis or cause synovial inflammation (Fig. 7b). Consistently, overexpression of SAA3 alone in primary-culture chondrocytes did not modulate the mRNA levels of matrix-degrading enzymes (MMP3, MMP13, and ADAMTS5) or cartilage ECM molecules (type II collagen or aggrecan) (Fig. 7c). Furthermore, IA injection of Ad-SAA3 in sham- or DMM-operated mice did not affect post-traumatic OA manifestations, such as cartilage destruction, osteophyte formation, or synovitis (Fig. 7d, e). Our results collectively indicate that SAA3 overexpression in joint tissues did not cause or modulate OA pathogenesis in mice, suggesting that the chondro-protective functions of Regnase-1 in post-traumatic OA cartilage destruction is mediated by other yet-unidentified target(s) of Regnase-1, rather than SAA3, in chondrocytes.

**Fig. 7:**
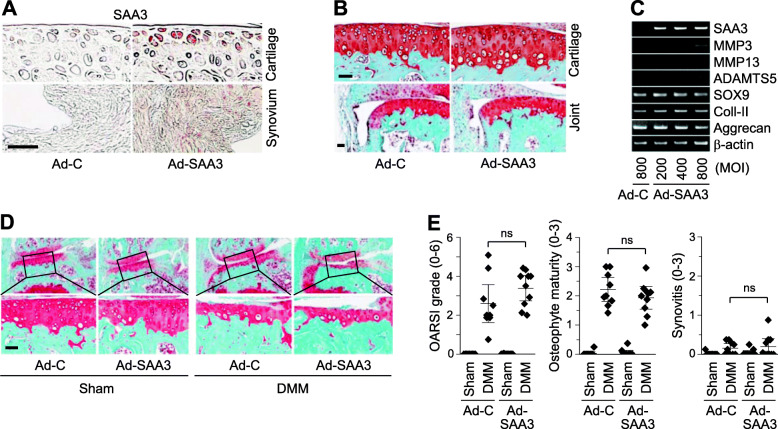
SAA3 does not modulate OA pathogenesis. **a**, **b** Immunohistochemical staining (**a**) and Safranin-O staining (**b**) images from WT mice IA-injected with Ad-C or Ad-SAA3 (*n* = 10 mice per group). Mice were sacrificed at 3 weeks post-injection. **c** Representative RT-PCR images of the indicated molecules in chondrocytes infected with Ad-C or Ad-SAA3 for 36 h (*n* = 6). **d**, **e** Sham- or DMM-operated WT mice were IA-injected with Ad-C or Ad-SAA3. Representative Safranin-O staining images (**d**) and scoring of OARSI grade, osteophyte size, and SBP thickness (**e**) at 6 weeks after the operation (*n* = 10 mice per group). Means ±95% CI with Mann-Whitney *U* test for OARSI grade and means ± s.e.m. with two-tailed *t* test for osteophyte size and SBP thickness. ns, not significant. Scale bar: 50 μm

## Discussion

The post-transcriptional regulation of mRNA stability is an important checkpoint for gene expression, and ribonucleases play a central role in this process. Consequently, abnormalities in ribonucleases have been associated with multiple disease [12, 29, 30]. Indeed, we previously demonstrated that ZFP36L1, an RNA-binding protein that binds to AU-rich elements (AREs) in the 3′-UTRs of its target mRNAs, regulates OA pathogenesis by modulating the mRNA decay of HSP70 family members [27]. Here, we demonstrate that upregulated Regnase-1 in OA chondrocytes protects against post-traumatic OA cartilage destruction by modulating the expression levels of matrix-degrading enzymes. Therefore, our results indicate that upregulated Regnase-1 in OA chondrocytes forms a negative feedback loop to function as a chondro-protective effector molecule in OA cartilage destruction.

One of the key findings of our study is that Regnase-1 decreases the expression levels of matrix-degrading enzymes, such as MMP3, MMP13, and ADAMTS5, in chondrocytes under post-traumatic OA conditions, and thereby suppresses DMM-induced cartilage destruction. Regnase-1 overexpression suppresses the IL-1β- or HIF-2α-induced upregulations of MMP3, whereas KO of Regnase-1 potentiates the upregulations of MMP3, MMP13, and ADAMTS5 with corresponding modulation of cartilage destruction. Regnase-1 causes decay of target mRNAs by specifically binding to UAU and UGU loops of the 3′-UTR located more than 20 nucleotides away from the stop codon [31]. According to RegRNA2.0 analysis [32], the mRNAs of mouse MMP3, MMP13, and ADAMTS5 have loops that meet these criteria. However, unlike the regulation of these enzymes in the presence of catabolic stimuli (i.e., IL-1β and HIF-2α), overexpression or knockdown of Regnase-1 in unstimulated chondrocytes did not markedly modulate the expression levels of these enzymes (Supplementary Tables 3–6). Therefore, our results indicate that Regnase-1 regulates the expression levels of matrix-degrading enzymes via indirect regulatory mechanisms, rather than by direct targeting.

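Mmp3, which encodes stromelysin-1, rose 2.37-fold with Ad-Regnase-1 in unstimulated chondrocytes (log2 fold change 1.25, standard error 0.284, adjusted p = 0.0250 from limma), above every Ad-C array in 3 of 3 arrays. With Ad-shRegnase-1 it stood at 1.85-fold (log2 fold change 0.89, standard error 0.284, adjusted p = 0.323 from limma). Mmp13, which encodes collagenase-3, was at 1.71-fold with Ad-Regnase-1 (log2 fold change 0.78, standard error 0.267, adjusted p = 0.112 from limma) and at 1.22-fold with Ad-shRegnase-1 (adjusted p = 0.731). The aggrecanase gene Adamts5 was at 0.878-fold with Ad-Regnase-1 (adjusted p = 0.607 from limma) and at 1.05-fold with Ad-shRegnase-1 (adjusted p = 0.922). The Ad-C log2 signals were 5.76 ± 0.288 for Mmp3 and 9.67 ± 0.408 for Mmp13 (SD, n = 3 arrays). The same fold of Mmp3 is printed in Supplementary Table 5, and the paper's RT-PCR of these enzymes (Fig. 2b, Supplementary Fig. 2B) is another assay.

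Of 19 measured matrix-degrading enzymes, 3 rose with Ad-Regnase-1, 2 fell and 14 did not pass the test (3 higher and 2 lower when adjusted over the list alone). Besides Mmp3, the stromelysin-2 gene Mmp10 rose 1.73-fold (adjusted p = 0.00912 from limma) and the cathepsin B gene Ctsb 1.32-fold (adjusted p = 0.00705), whereas the protease gene Adamts9 fell to 0.624 (adjusted p = 0.00251) and the cathepsin S gene Ctss to 0.816 of the Ad-C level (adjusted p = 0.0188). With Ad-shRegnase-1 none of the 19 passed, adjusted over all genes or over the list alone. The list was not called as a set by camera in either comparison (adjusted p = 0.742 with Ad-Regnase-1, where the median was −0.115, the mean 0.0635 and the test pointed lower, and 0.930 with Ad-shRegnase-1, where the median was −0.00659 and the mean 0.0380). Mixed fry, which takes both directions together, called it with Ad-Regnase-1 (adjusted p = 2.9e-06). The call of Mmp3 was lost without any of Ad-C replicates 2 and 3 and Ad-Regnase-1 replicates 1, 2 and 3, with adjusted p between 0.0617 and 0.0988, and that of Ctss without any of Ad-C replicates 2 and 3 and Ad-Regnase-1 replicates 1 and 2, with adjusted p between 0.0574 and 0.0677.

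**Figure D3:**
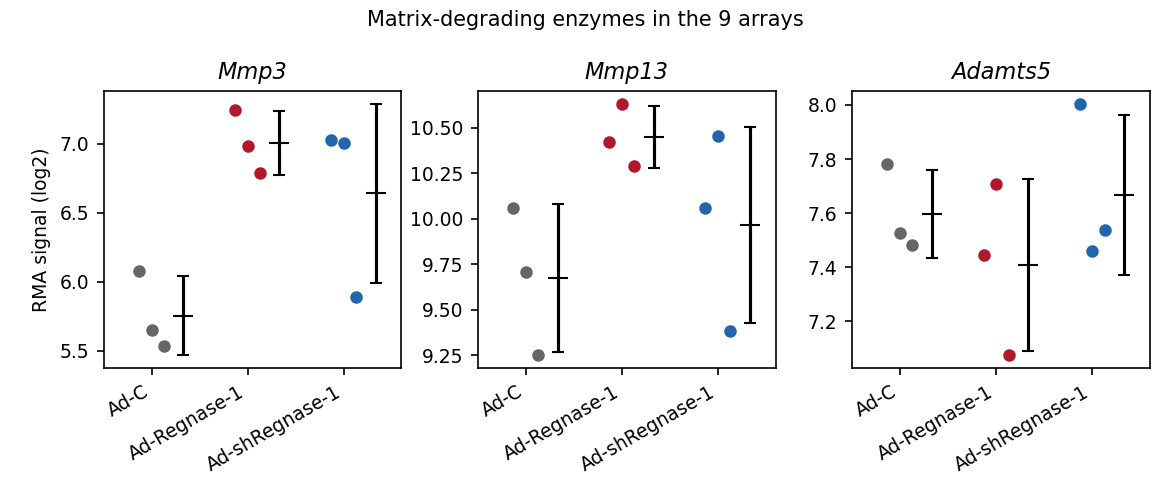
RMA log2 signal (y axis) of Mmp3, Mmp13 and Adamts5 in each array of the 3 groups (x axis). Points are single arrays in the order of replicates 1 to 3, and the bar beside them is the mean with the SD over 3 arrays. The Ad-Regnase-1 arrays of Mmp3 run from 6.79 to 7.24 and its Ad-C arrays from 5.53 to 6.08.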

Regnase-1 regulates a variety of different target mRNAs in different cell types [11–15]. The mRNA of IL-6 has been identified as a Regnase-1 target in multiple cell types, including macrophages [20, 33], T cells [13, 14], and chondrocytes [16]. In unstimulated human OA chondrocytes, overexpression of Regnase-1 decreases the IL-6 mRNA level whereas expression of D141N mutant Reganse-1 (lacking RNase activity) does not [16]; this suggested that the IL-6 mRNA is a target of Reganse-1, although this was not confirmed in the previous study. Because IL-6 plays a critical role in OA pathogenesis [19], we initially speculated that Regnase-1 may exert its effects by modulating the IL-6 mRNA. However, similar to our observations regarding matrix-degrading enzymes, we found that overexpression or knockdown of Regnase-1 in unstimulated chondrocytes did not modulate the mRNA expression of IL-6 (Supplementary Tables 3–6). This suggests that IL-6 mRNA is not a direct target of Regnase-1 in mouse articular chondrocytes and does not play a role in the ability of Regnase-1 to regulate post-traumatic OA cartilage destruction. This finding is consistent with previous report indicating that the targets of Regnase-1 vary dramatically among different cells and conditions [11, 34]. It has been suggested that the process of Regnase-1 recognition is likely to be determined by multiple factors and distinct layers of regulation that may differ among cell types [11, 34].

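Il6, which encodes the cytokine IL-6, stood at 1.15-fold with Ad-Regnase-1 (log2 fold change 0.20, standard error 0.107, adjusted p = 0.301 from limma) and at 0.974-fold with Ad-shRegnase-1 (log2 fold change −0.04, standard error 0.107, adjusted p = 0.930 from limma). Its log2 signal was 2.96 ± 0.103 (SD, n = 3 arrays) with Ad-C, 3.16 ± 0.188 (SD, n = 3) with Ad-Regnase-1 and 2.92 ± 0.132 (SD, n = 3) with Ad-shRegnase-1. These signals lie low on the array, where a change in a weakly expressed transcript could be missed.

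Of 22 measured mRNAs reported as Regnase-1 targets in other cells, none fell with Ad-Regnase-1 and 4 rose (6 higher and 1 lower when adjusted over the list alone). The cyclooxygenase-2 gene Ptgs2 rose 2.77-fold (log2 fold change 1.47, standard error 0.217, adjusted p = 0.00451 from limma), Nfkbiz, which encodes an atypical IκB protein, 1.48-fold (adjusted p = 0.00211), and Bcl2l1 and Egln3 1.28- and 1.30-fold. The call of Bcl2l1 was lost without Ad-C replicate 3 or Ad-Regnase-1 replicate 3 (adjusted p = 0.0657 and 0.0579), and that of Egln3 without any array but Ad-Regnase-1 replicate 3 (adjusted p between 0.0581 and 0.138). The call of Egln3 was also lost with only the 2 groups compared (adjusted p = 0.0951), with quantile normalization (0.0501) and with median centring (0.0551). The list was higher as a set by camera (adjusted p = 0.00130, and adjusted p = 0.158 with an estimated correlation). With Ad-shRegnase-1 none of the 22 passed the threshold (1 higher when adjusted over the list alone, Nfkbiz at 1.27-fold), and the set was not called by camera (adjusted p = 0.437), though it was with mixed fry (adjusted p = 0.0360). Of the 34 inflammatory and acute-phase genes, 5 rose with Ad-Regnase-1, Zc3h12a itself among them with Ptgs2, Nfkbiz and the chemokine genes Cxcl10 and Ccl5, and the zinc transporter gene Slc39a14, named here after its value was seen, fell (adjusted p = 0.000977 by camera for the list, and adjusted p = 0.167 with an estimated correlation, 6 higher and 1 lower when adjusted over the list alone). Zc3h12a is the gene the virus carries, and without it, an alternative chosen after seeing the data, the other 33 genes were still higher as a set by camera (adjusted p = 0.00595, and adjusted p = 0.233 with an estimated correlation). Neither list is independent evidence, since both were set after the supplementary fold changes had been read.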

To identify mediator(s) through which Regnase-1 regulates OA cartilage destruction, we tried to identify Regnase-1 target mRNAs via microarray analysis in chondrocytes with overexpression or knockdown of Regnase-1. We found that SAA family members met the criteria for Regnase-1 targets: They were downregulated by Regnase-1 overexpression and upregulated by Regenase-1 knockdown and contain UAU and UGU loops in their 3′-UTRs. SAA1 and SAA2 are classic acute phase response serum proteins in humans and mice; SAA3 is a pseudogene in humans that is transcribed but not translated; and SAA4 is expressed constitutively in humans [28]. The SAAs have been suggested to play roles in inflammatory diseases, such as atherosclerosis, rheumatoid arthritis, and chronic inflammatory bowel disease and may function in cholesterol transport [35]. SAAs have also been reported to induce the expression of pro-inflammatory genes via NF-κB pathways [36], and recombinant SAA3 was reported to induce MMP13 expression in rabbit articular chondrocytes [37]. Here, we characterized the possible functions of SAA3 in the Regnase-1-mediated regulation of OA pathogenesis, as it was the most abundantly expressed and significantly modulated SAA isoform in our system. However, our results revealed that overexpression of SAA3 in mouse articular chondrocytes does not modulate the expression of matrix-degrading enzymes or cartilage ECM molecules, and OA cartilage destruction is not modulated by the overexpression of SAA3 in mouse joint tissues. Therefore, it is likely that yet-unidentified Regnase-1 targets other than SAA3 may mediate the chondro-protective functions of Regnase-1 during OA pathogenesis. However, although we confirmed the expression of SAA3 protein by immunohistochemical staining in cartilage and synovial tissues, it remains possible that the levels of overexpressed SAA3 protein may not have been sufficient to cause any catabolic effects in joint tissues.

## Conclusions

The present results suggest that upregulated Regnase-1 in OA chondrocytes may functions as a chondro-protective effector molecule during OA pathogenesis by forming a negative feedback loop of catabolic signals, such as the expression of matrix-degrading enzymes, in OA chondrocytes.

## Supplementary Information

**Additional file 1: Supplementary Fig. 1.** Upregulation of Regnase-1 in chondrocytes and fibroblast-like synoviocytes (FLS) treated with OA-associated catabolic factors. **A**–**C** RT-PCR analysis of ZC3H12 family members in chondrocytes treated with IL-1 β (**A**), infected with Ad-HIF-2α or Ad-ZIP8 (**B**), or infected with Ad-Regnase-1 (**C**). **D** and **E** RT-PCR (**D**) and qRT-PCR (**E**) analysis of ZC3H12 family members in FLS treated with IL-1β or infected with Ad-HIF-2α or Ad-ZIP8. **F** RT-PCR analysis of the indicate molecules in FLS infected with Ad-Regnase-1 or AdshRegnase-1. Images are representative of the results obtained from five independent primary cultures of chondrocytes or FLS. Values are means ± s.e.m. and one-way ANOVA with Bonferroni’s post hoc test. *p < 0.05, ***p < 0.0005. ns, not significant. **Supplementary Fig. 2.** Knockdown of Regnase-1 alone in joint tissues is not sufficient to cause OA-like changes in mice. **A** Representative Safranin-O staining images of joint sections from mice IA-injected with Ad-shScramble (Ad-shC), Ad-shRegnase-1, or Ad-HIF-2α (*n* = 10 mice per group). IA injection of Ad-HIF-2α was used as a positive control. **B** and **C** Representative RT-PCR images (*n* = 4) of the indicated molecules in primary-culture chondrocytes infected with Ad-shControl (AdshC) or Ad-shRegnase-1. **D** Representative immunohistochemical staining images (*n* ≥ 5 mice per group) of the indicated molecules in cartilage and synovium of sham- or DMM-operated mice injected with As-shScramble or Ad-shRegnase-1. Scale bar: 50 μm. **Supplementary Fig. 3**. Characterization of Regnase-1 knockout mice. **A** A 68-bp deletion in exon 2 of the Regnase-1 gene (*Zc3h12a*) was used to generate *Zc3h12a−/−* mice. **B** Genotypes and mRNA levels of ZC3H12A family members in *Zc3h12a* homozygous (−/−) KO mice, heterozygous (+/−) mice, and their WT (+/+) littermates. **C** Skeletal staining of E18.5 embryos of *Zc3h12a* homozygous (−/−) KO mice, heterozygous (+/−) KO mice, and their WT (+/+) littermates. **D** Representative immunohistochemical staining images (*n* ≥ 5 mice per group) of the indicated molecules in cartilage or synovium of sham- or DMM-operated WT mice and *Zc3h12a+/−* mice. Scale bar: 50 μm. **Supplementary Fig. 4.** Regnase-1 does not modulate apoptosis of chondrocytes. **A** Representative RT-PCR images of the indicated molecules in chondrocytes infected with Ad-Regnase-1 or Ad-shRegnase-1 (*n* = 3). SNP (sodium nitroprusside) was used as a positive control. **B** and **C** Representative images of TUNEL assays (left panels) and quantitation of apoptotic chondrocytes (right panels) in cartilage sections of sham- or DMM-operated mice IA injected with Ad-Regnase-1 (**B**) or Ad-shRegnase-1 (**C**) (*n* ≥ 4 mice per group). Values are means ± s.e.m. and one-way ANOVA with Bonferroni’s post hoc test. *p < 0.05, **p < 0.005, ***p < 0.0005. ns, not significant. AC, articular cartilage; CC, calcified cartilage. **Supplementary Fig. 5**. Regnase-1 modulates the expression levels of SAA family members in chondrocytes. **A** and **B** qRT-PCR analysis (*n* = 6) of SAA family members (SAA1, SAA2, SAA3, and SAA4) in chondrocytes infected with 800 MOI of control adenovirus (Ad-C or Ad-shC) or the indicated MOI of Ad-Regnase-1 (**A**) and Ad-shRegnase-1 (**B**) for 36 h. Values are means ± s.e.m. and one-way ANOVA with Bonferroni’s post hoc test. *p < 0.05, **p < 0.005, ***p < 0.0005. ns, not significant. **Supplementary Table 1**. PCR primers and conditions. **Supplementary Table 2**. mRNA levels of RNases in chondrocytes treated with IL-1β (1 ng/ml, 36 h) or infected with 800 MOI of Ad-HIF-2α or Ad-ZIP8 (36 h). **Supplementary Table 3**. List of down-regulated genes (< 0.6-fold) following overexpression of Regnase-1 via Ad-Regnase-1 infection in chondrocytes. **Supplementary Table 4**. List of up-regulated genes (> 1.5-fold) following knock-down of Regnase-1 via Ad-shRegnase-1A infection in chondrocytes. **Supplementary Table 5**. List of up-regulated genes (> 2.0-fold) following overexpression of Regnase-1 via Ad-Regnase-1 infection in chondrocytes. **Supplementary Table 6**. List of down-regulated genes (< 0.7-fold) following knock-down of Regnase-1 via AdshRegnase-1 infection in chondrocytes.

## Data Availability

The data supporting the conclusions of this article are included within the article.

## Abbreviations

ARE: AU-rich elements
ECM: Extracellular matrix
IL: Interleukin
HIF: Hypoxia-inducible factor
KO: Knock-out
MMP: Matrix metalloproteinase
OA: Osteoarthritis
SAA: Serum amyloid A
WT: Wild-type

# Supplementary material for: Upregulated endonuclease Regnase-1 suppresses osteoarthritis by forming a negative feedback loop of catabolic signaling in chondrocytes
**Source:** Arthritis Res Ther. 2021 Apr 14;23:114. doi: 10.1186/s13075-021-02485-z
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Fig. 1. Upregulation of Regnase-1 in chondrocytes and fibroblast-like synoviocytes (FLS) treated with OA-associated catabolic factors. A–C RT-PCR analysis of ZC3H12 family members in chondrocytes treated with IL-1 β (A), infected with Ad-HIF-2α or Ad-ZIP8 (B), or infected with Ad-Regnase-1 (C). D and E RT-PCR (D) and qRT-PCR (E) analysis of ZC3H12 family members in FLS treated with IL-1β or infected with Ad-HIF-2α or Ad-ZIP8. F RT-PCR analysis of the indicate molecules in FLS infected with Ad-Regnase-1 or AdshRegnase-1. Images are representative of the results obtained from five independent primary cultures of chondrocytes or FLS. Values are means ± s.e.m. and one-way ANOVA with Bonferroni’s post hoc test. *p < 0.05, ***p < 0.0005. ns, not significant. Supplementary Fig. 2. Knockdown of Regnase-1 alone in joint tissues is not sufficient to cause OA-like changes in mice. A Representative Safranin-O staining images of joint sections from mice IA-injected with Ad-shScramble (Ad-shC), Ad-shRegnase-1, or Ad-HIF-2α (n = 10 mice per group). IA injection of Ad-HIF-2α was used as a positive control. B and C Representative RT-PCR images (n = 4) of the indicated molecules in primary-culture chondrocytes infected with Ad-shControl (AdshC) or Ad-shRegnase-1. D Representative immunohistochemical staining images (n ≥ 5 mice per group) of the indicated molecules in cartilage and synovium of sham- or DMM-operated mice injected with As-shScramble or Ad-shRegnase-1. Scale bar: 50 μm. Supplementary Fig. 3. Characterization of Regnase-1 knockout mice. A A 68-bp deletion in exon 2 of the Regnase-1 gene (Zc3h12a) was used to generate Zc3h12a−/− mice. B Genotypes and mRNA levels of ZC3H12A family members in Zc3h12a homozygous (−/−) KO mice, heterozygous (+/−) mice, and their WT (+/+) littermates. C Skeletal staining of E18.5 embryos of Zc3h12a homozygous (−/−) KO mice, heterozygous (+/−) KO mice, and their WT (+/+) littermates. D Representative immunohistoc

Supplementary Materials

Up-regulated endonuclease Regnase-1 suppresses osteoarthritis by forming a negative feedback loop of catabolic signaling in chondrocytes

Jeong-In Yang and Jang-Soo Chun

Supplementary Figure 1-5

Supplementary Table 1-6

Chondrocytes

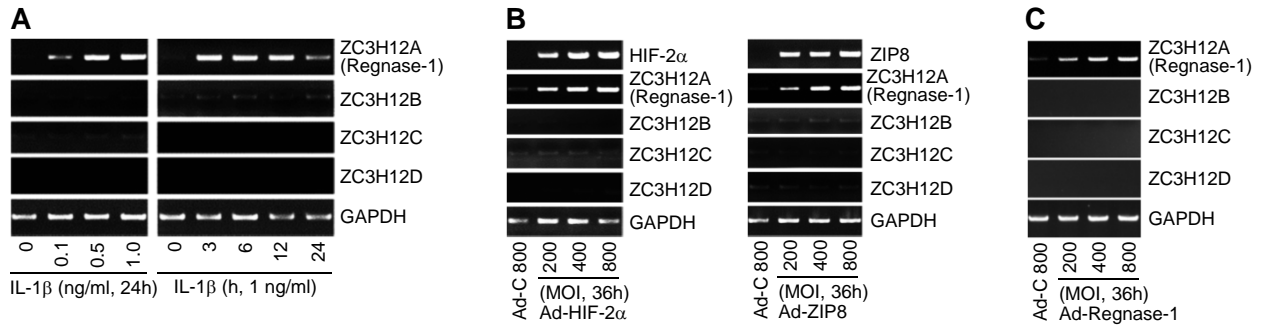

Fibroblast-like synoviocytes (FLS)

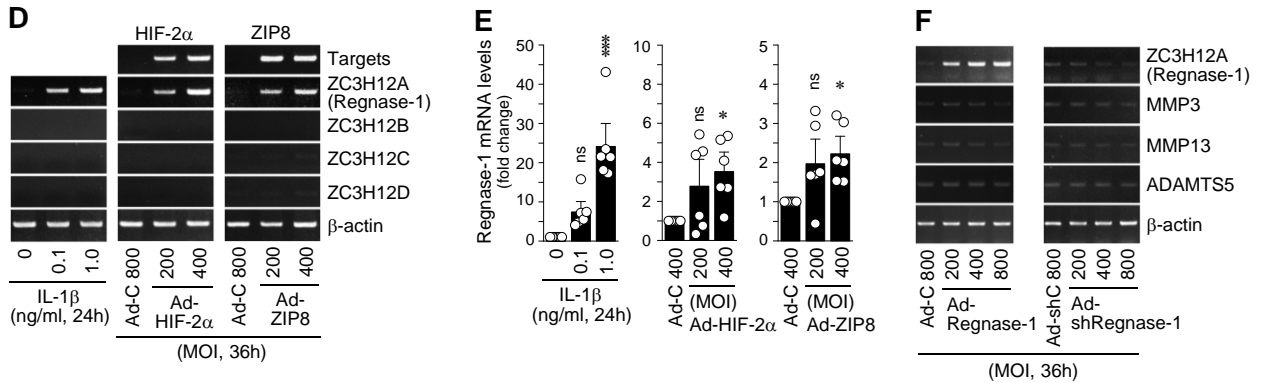

Supplementary Fig. 1. Upregulation of Regnase-1 in chondrocytes and fibroblast-like synoviocytes (FLS) treated with OA-associated catabolic factors. **A–C** RT-PCR analysis of ZC3H12 family members in chondrocytes treated with IL-1β (**A**), infected with Ad-HIF-2α or Ad-ZIP8 (**B**), or infected with Ad-Regnase-1 (**C**). **D** and **E** RT-PCR (**D**) and qRT-PCR (**E**) analysis of ZC3H12 family members in FLS treated with IL-1β or infected with Ad-HIF-2α or Ad-ZIP8. **F** RT-PCR analysis of the indicate molecules in FLS infected with Ad-Regnase-1 or Ad-shRegnase-1. Images are representative of the results obtained from five independent primary cultures of chondrocytes or FLS. Values are means ± s.e.m. and one-way ANOVA with Bonferroni's *post hoc* test. *p < 0.05, ***p < 0.0005. ns, not significant.

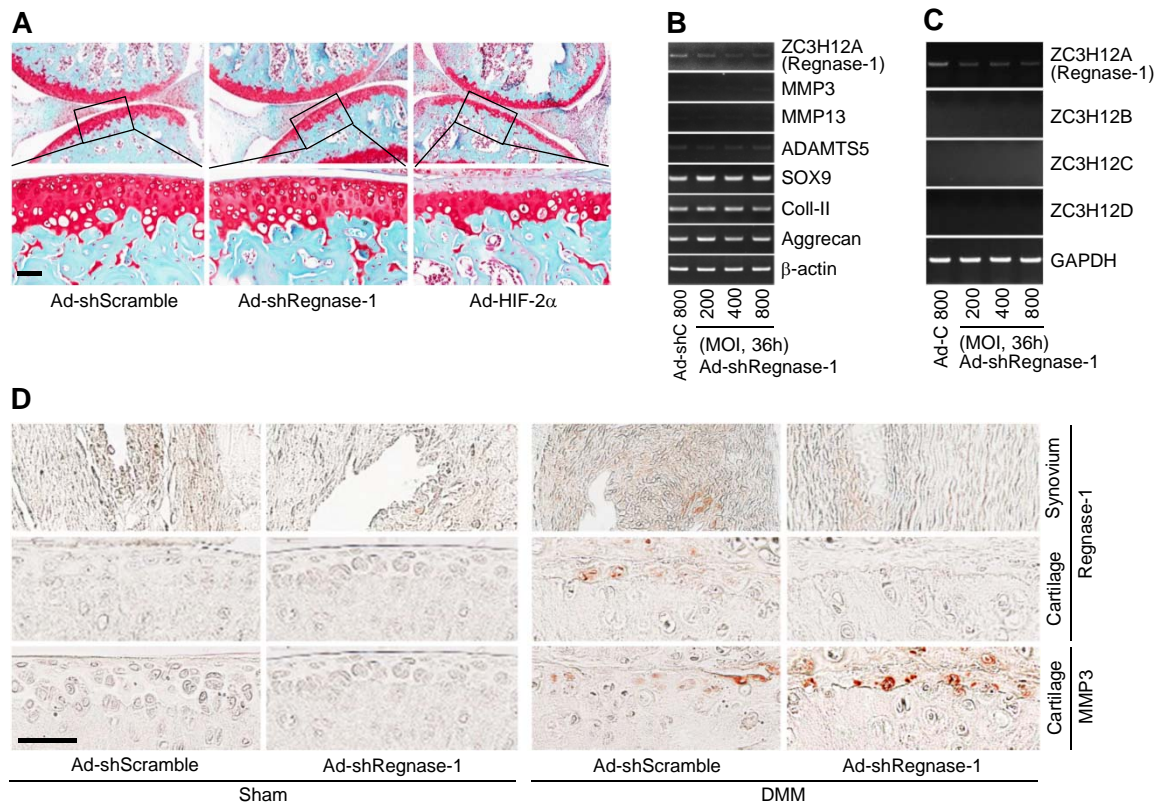

Supplementary Fig. 2. Knockdown of Regnase-1 alone in joint tissues is not sufficient to cause OA-like changes in mice. **A** Representative Safranin-O staining images of joint sections from mice IA-injected with Ad-shScramble (Ad-shC), Ad-shRegnase-1, or Ad-HIF-2 α ($n = 10$ mice per group). IA injection of Ad-HIF-2 α was used as a positive control. **B** and **C** Representative RT-PCR images ($n = 4$) of the indicated molecules in primary-culture chondrocytes infected with Ad-shControl (Ad-shC) or Ad-shRegnase-1. **D** Representative immunohistochemical staining images ($n \geq 5$ mice per group) of the indicated molecules in cartilage and synovium of sham- or DMM-operated mice injected with As-shScramble or Ad-shRegnase-1. Scale bar: 50 μ m.

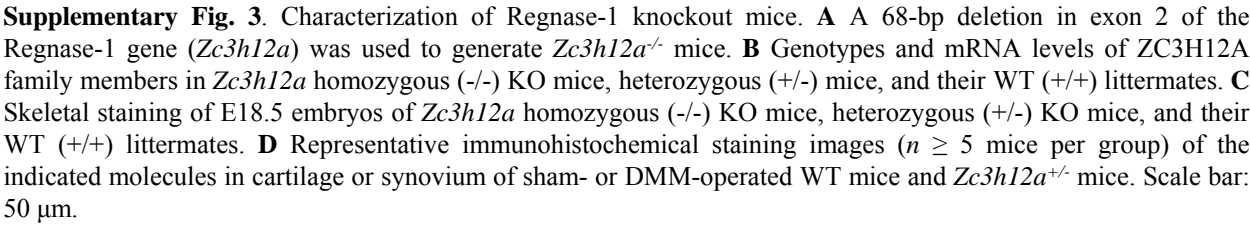

Supplementary Fig. 3. Characterization of Regnase-1 knockout mice. **A** A 68-bp deletion in exon 2 of the Regnase-1 gene (*Zc3h12a*) was used to generate *Zc3h12a*^{-/-} mice. **B** Genotypes and mRNA levels of ZC3H12A family members in *Zc3h12a* homozygous (-/-) KO mice, heterozygous (+/-) mice, and their WT (+/+) littermates. **C** Skeletal staining of E18.5 embryos of *Zc3h12a* homozygous (-/-) KO mice, heterozygous (+/-) KO mice, and their WT (+/+) littermates. **D** Representative immunohistochemical staining images (*n* ≥ 5 mice per group) of the indicated molecules in cartilage or synovium of sham- or DMM-operated WT mice and *Zc3h12a*^{+/-} mice. Scale bar: 50 μm.

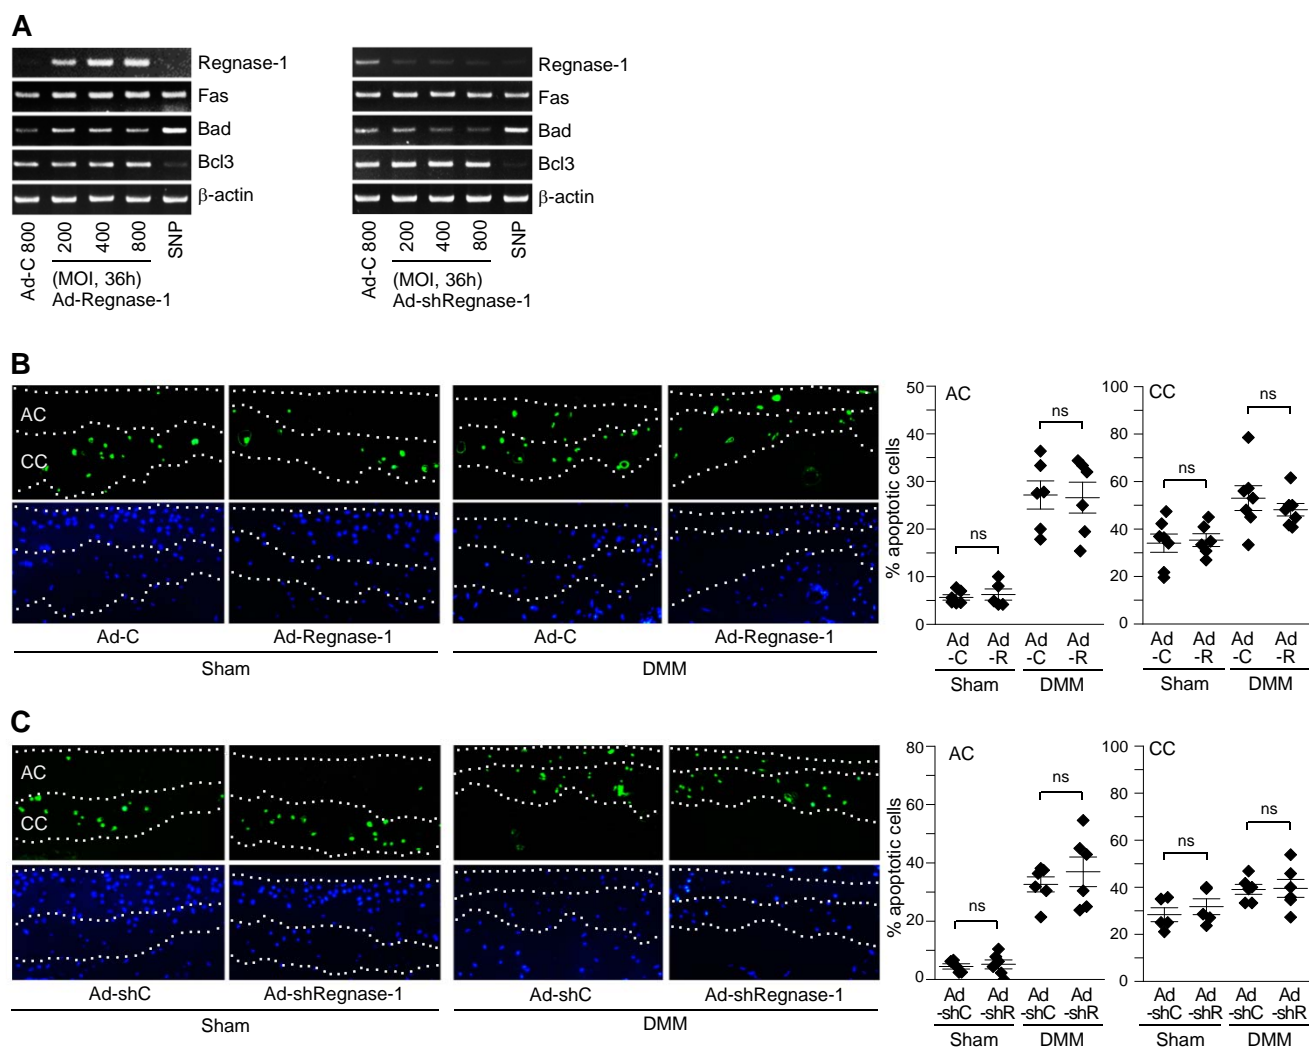

Supplementary Fig. 4. Regnase-1 does not modulate apoptosis of chondrocytes. **A** Representative RT-PCR images of the indicated molecules in chondrocytes infected with Ad-Regnase-1 or Ad-shRegnase-1 ($n = 3$). SNP (sodium nitroprusside) was used as a positive control. **B** and **C** Representative images of TUNEL assays (left panels) and quantitation of apoptotic chondrocytes (right panels) in cartilage sections of sham- or DMM-operated mice IA injected with Ad-Regnase-1 (**B**) or Ad-shRegnase-1 (**C**) ($n \geq 4$ mice per group). Values are means $\pm$ s.e.m. and one-way ANOVA with Bonferroni's *post hoc* test. * $p < 0.05$, ** $p < 0.005$, *** $p < 0.0005$. ns, not significant. AC, articular cartilage; CC, calcified cartilage.

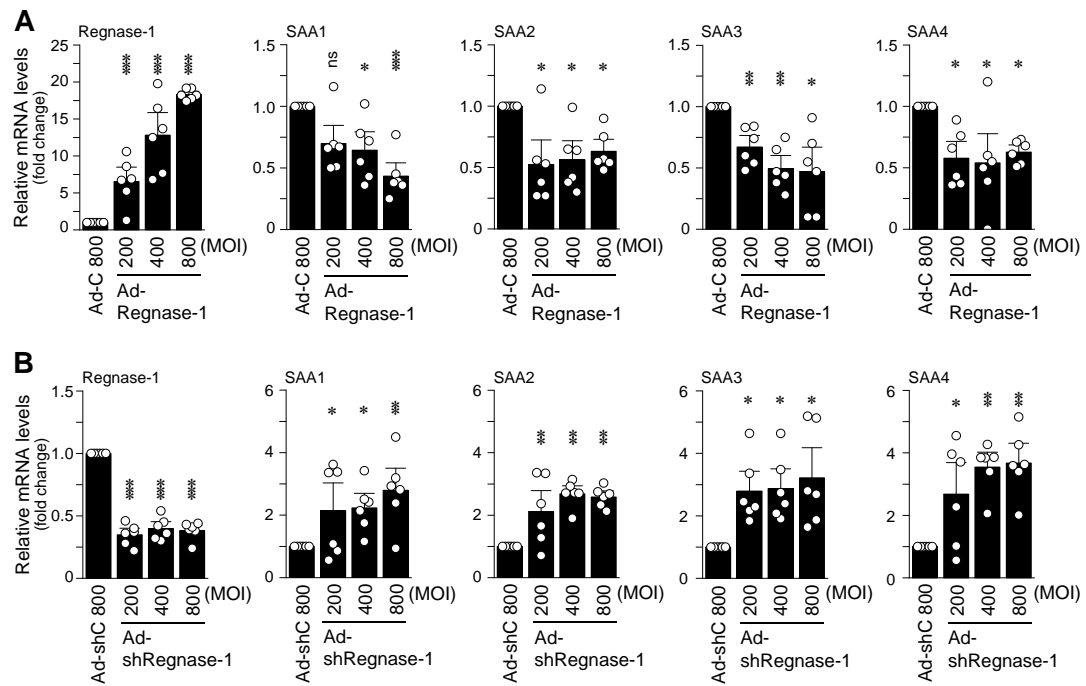

Supplementary Fig. 5. Regnase-1 modulates the expression levels of SAA family members in chondrocytes. **A** and **B** qRT-PCR analysis ($n = 6$) of SAA family members (SAA1, SAA2, SAA3, and SAA4) in chondrocytes infected with 800 MOI of control adenovirus (Ad-C or Ad-shC) or the indicated MOI of Ad-Regnase-1 (**A**) and Ad-shRegnase-1 (**B**) for 36 hours. Values are means $\pm$ s.e.m. and one-way ANOVA with Bonferroni's *post hoc* test. * $p < 0.05$, ** $p < 0.005$, *** $p < 0.0005$. ns, not significant.

Supplementary Table 1. PCR primers and conditions.

Genes	Strand	Primer sequences	Size (bp)	AT (°C)	Origin
<i>Acan</i><br>(Aggrecan)	S<br>AS	5'-CTGTCTTTGTACCCACACATG-3'<br>5'-GAAGACGACATCACCATCCAG-3'	581	58	Mouse
<i>Adamts5</i>	S<br>AS	5'-GCCATTGTAATAACCCTGCACC-3'<br>5'-TCAGTCCCATCCGTAACCTTTG-3'	292	58	Mouse
<i>Actb</i><br>(β -actin)	S<br>AS	5'-ATATCGCTGCGCTGGTCGTC-3'<br>5'-AGGATGGCGTGAGGGAGAGC-3'	517	58	Mouse
<i>Bad</i>	S<br>AS	5'-AGGGATGGAGGAGGAGCTTA-3'<br>5'-TAGAGTTCCGGGATGTGGAG-3'	280	60	Mouse
<i>Bcl3</i>	S<br>AS	5'-GTGGAGAACAACAGCCTGAACATGG-3'<br>5'-GCAGGAAGGCAGGTGTAGATGTTG-3'	445	60	Mouse
<i>Col2a1</i>	S<br>AS	5'-CACACTGGTAAGTGGGGCAAGACCG-3'<br>5'-GGATTGTGTTGTTTCAGGGTTCGGG-3'	173	57	Mouse
<i>Epas1</i><br>(HIF-2 α)	S<br>AS	5'-CGAGAAGAACGACGTGGTGTTC-3'<br>5'-GTGAAGGCTGGCAGGCTCC-3'	333	64	Mouse
<i>Fas</i>	S<br>AS	5'-CTCTGGTGCTTGCTGGCTCACAGTTAAG-3'<br>5'-TTTCAGGTTGGCATGGTTGACAGC-3'	162	56	Mouse
<i>Mmp13</i>	S<br>AS	5'-TGATGGACCTTCTGGTCTTCTGG-3'<br>5'-CATCCACATGGTTGGGAAGTTCT-3'	473	58	Mouse
<i>Mmp3</i>	S<br>AS	5'-AGGGATGATGATGCTGGTATGG-3'<br>5'-CCATGTTCTCCAAGTCAAAGG-3'	434	58	Mouse
<i>Saa1</i>	S<br>AS	5'-TCCTCCTCAAGCAGTTACTACTGCAA-3'<br>5'-ATGAAGGAAGCTAAGTGGAAAACTC-3'	423	60	Mouse
<i>Saa2</i>	S<br>AS	5'-TCCTCCTCAAGCAGTTACTACTGCTC-3'<br>5'-ATGAAGGAAGCTGGCTGGAAAGATGG-3'	420	60	Mouse
<i>Saa3</i>	S<br>AS	5'-GCCACCATGAAGCCTTCCATTGCCATCATT-3'<br>5'-TCAGTATCTTTTAGGCAGGCCAGCAG-3'	375	60	Mouse
<i>Saa4</i>	S<br>AS	5'-GAGGTCTTGCTCGTGATTCACT-3'<br>5'-TTTCTGGGTAGCCTGCAGGGTT-3'	373	66	Mouse
<i>Slc39a8</i><br>(ZIP8)	S<br>AS	5'-GAACAATTGCCTGGATGATCACGC-3'<br>5'-AAGCCGGTTAACATCCCTGCATTC-3'	430	58	Mouse
<i>Sox9</i>	S<br>AS	5'-CACTGGCAGTTACGGCATCAG-3'<br>5'-CATGTAAGTGAAGGTGGAGTAGAGC-3'	457	61	Mouse
<i>Zc3h12a</i>	S<br>AS	5'-AGATGTCAGAATTATGGGGCGTGC-3'<br>5'-GCGTCTCATTACAGTTCTACCAGG-3'	389	64	Mouse
<i>Zc3h12b</i>	S<br>AS	5'-GAGGGTGGTCTGCTATGATGA-3'<br>5'-GAAATTCTCAAGGCTCGGACC-3'	217	60	Mouse
<i>Zc3h12c</i>	S<br>AS	5'-CTCAGGATCAAAGACCACAGG-3'<br>5'-AATATCCAACGTCAACAGGGG-3'	120	60	Mouse
<i>Zc3h12d</i>	S<br>AS	5'-GGCGATCTCGGGTCTCCAAT-3'<br>5'-GGTTGTGCTGACTCCGAAGG-3'	212	60	Mouse

AT, annealing temperature; S, sense; AS, antisense

Supplementary Table 2. mRNA levels of RNases in chondrocytes treated with IL-1 β (1 ng/ml, 36 h) or infected with 800 MOI of Ad-HIF-2 α or Ad-ZIP8 (36 h).

Gene symbol	Definition	Fold change		
		IL-1β	Ad-HIF-2α	Ad-ZIP8
Endonuclease				
Ago2	Argonaute RISC catalytic subunit 2	1.069 ± 0.08	1.143 ± 0.13	1.033 ± 0.12
Ang2	Angiogenin, ribonuclease A family, member 2	1.219 ± 0.20	1.074 ± 0.43	1.280 ± 0.76
Ang4	Angiogenin, ribonuclease A family, member 4	0.757 ± 0.65	0.991 ± 0.63	0.876 ± 0.30
Ang5	Angiogenin, ribonuclease A family, member 5	0.973 ± 0.14	1.025 ± 0.31	1.121 ± 0.31
Ang6	Angiogenin, ribonuclease A family, member 6	1.117 ± 0.24	0.987 ± 0.26	0.919 ± 0.32
Apex1	Apurinic/apyrimidinic endonuclease 1	0.818 ± 0.18	0.985 ± 0.07	1.149 ± 0.06
Apex2	Apurinic/apyrimidinic endonuclease 2	0.898 ± 0.08	0.924 ± 0.11	0.871 ± 0.15
Cpsf3	Cleavage and polyadenylation specificity factor 3	0.868 ± 0.12	0.881 ± 0.10	0.903 ± 0.13
Dclrelc	DNA cross-link repair 1C, PSO2 homolog	1.363 ± 0.22	1.052 ± 0.23	1.160 ± 0.18
Dicer1	ElaC homolog 2 (E. coli)	0.600 ± 0.22	0.792 ± 0.15	0.779 ± 0.16
Ear1	Eosinophil-associated, ribonuclease A family, member 1	0.919 ± 0.49	1.156 ± 0.59	1.050 ± 0.65
Ear10	Eosinophil-associated, ribonuclease A family, member 10	0.917 ± 0.16	0.958 ± 0.32	1.091 ± 0.40
Ear11	Eosinophil-associated, ribonuclease A family, member 11	-	1.286 ± 0.21	1.190 ± 0.33
Ear2	Eosinophil-associated, ribonuclease A family, member 2	1.055 ± 0.21	1.031 ± 0.20	1.071 ± 0.22
Ear4	Eosinophil-associated, ribonuclease A family, member 4	-	0.950 ± 0.37	0.914 ± 0.29
Ear5	Eosinophil-associated, ribonuclease A family, member 5	-	0.977 ± 0.21	0.975 ± 0.36
Ear7	Eosinophil-associated, ribonuclease A family, member 7	-	1.125 ± 0.40	1.156 ± 0.41
Elac1	Zinc phosphodiesterase ELAC protein 1	1.117 ± 0.16	1.101 ± 0.15	1.002 ± 0.20
Elac2	Zinc phosphodiesterase ELAC protein 2	0.779 ± 0.12	0.829 ± 0.05	0.830 ± 0.07
Eme1	Essential meiotic endonuclease 1 homolog 1	0.853 ± 0.27	1.142 ± 0.35	1.017 ± 0.24
Endod1	Endonuclease domain containing 1	0.991 ± 0.11	1.068 ± 0.14	1.049 ± 0.17
Endog	Endonuclease G	0.769 ± 0.16	0.924 ± 0.19	0.873 ± 0.18
Endou	Endonuclease, polyU-specific	1.050 ± 0.21	1.097 ± 0.15	0.994 ± 0.25
Endov	Inosine-specific endoribonuclease	1.017 ± 0.04	0.839 ± 0.17	0.893 ± 0.17
Ern2	Endoplasmic reticulum (ER) to nucleus signaling 2	-	1.006 ± 0.21	1.001 ± 0.28
Exo1	Exonuclease 1	0.496 ± 0.26	1.687 ± 0.24	1.944 ± 0.24
Exog	Exo/endonuclease G	0.617 ± 0.20	0.773 ± 0.14	0.757 ± 0.17
Fan1	FANCD2/FANCI-associated nuclease 1	0.900 ± 0.35	0.938 ± 0.19	0.888 ± 0.26
Fen1	Flap structure specific endonuclease 1	0.622 ± 0.32	1.216 ± 0.16	1.163 ± 0.13
Hrsp12	Heat-responsive protein 12	1.250 ± 0.13	1.019 ± 0.16	1.000 ± 0.13
Mre11a	Meiotic recombination 11 homolog A (S. cerevisiae)	0.735 ± 0.23	0.927 ± 0.19	0.950 ± 0.12
Mrpl44	Mitochondrial ribosomal protein L44	1.009 ± 0.09	0.880 ± 0.13	0.975 ± 0.16
Mus81	MUS81 endonuclease homolog (yeast)	1.049 ± 0.16	1.013 ± 0.15	0.920 ± 0.18
Pelo	Pelota mRNA surveillance and ribosome rescue factor	0.906 ± 0.06	0.869 ± 0.11	0.863 ± 0.14
Pld6	Phospholipase D family, member 6	0.946 ± 0.18	0.971 ± 0.19	1.121 ± 0.18

<i>Rnase4</i>	Ribonuclease, RNase A family 4	-	0.907 ± 0.39	1.431 ± 0.36
<i>Rnase6</i>	Ribonuclease, RNase A family, 6	0.966 ± 0.40	1.001 ± 0.19	1.042 ± 0.13
<i>Rnaseh1</i>	Ribonuclease H1	-	0.904 ± 0.07	0.934 ± 0.08
<i>Rnase1</i>	Ribonuclease L	1.597 ± 0.31	1.337 ± 0.27	1.363 ± 0.32
<i>Rnaset2b</i>	Ribonuclease T2	0.827 ± 0.33	0.866 ± 0.17	0.886 ± 0.19
<i>Slx4</i>	SLX4 structure-specific endonuclease subunit	1.008 ± 0.08	0.957 ± 0.17	0.990 ± 0.17
<i>Tsen34</i>	tRNA splicing endonuclease 34 homolog	0.869 ± 0.18	1.138 ± 0.11	1.052 ± 0.13
<i>Tsn</i>	Translin RNase	0.894 ± 0.18	0.978 ± 0.14	1.016 ± 0.10
<i>Zc3h12a</i>	Zinc finger CCCH type containing 12A	7.781 ± 0.14	4.744 ± 0.47	3.949 ± 0.44
<i>Zc3h12b</i>	Zinc finger CCCH type containing 12B	1.323 ± 0.37	0.940 ± 0.34	1.025 ± 0.29
<i>Zc3h12c</i>	Zinc finger CCCH type containing 12C	0.948 ± 0.20	1.208 ± 0.16	1.163 ± 0.19
Exonucleases				
<i>Apex1</i>	apurinic/aprimidinic endonuclease 1	0.818 ± 0.18	0.985 ± 0.07	1.149 ± 0.06
<i>Apex2</i>	apurinic/aprimidinic endonuclease 2	0.898 ± 0.08	0.924 ± 0.11	0.871 ± 0.15
<i>Cnot6</i>	CCR4-NOT transcription complex, subunit 6	0.966 ± 0.24	0.968 ± 0.17	0.962 ± 0.14
<i>Cnot6l</i>	CCR4-NOT transcription complex, subunit 6-like	1.006 ± 0.12	0.975 ± 0.10	0.941 ± 0.13
<i>Cnot7</i>	CCR4-NOT transcription complex, subunit 7	1.279 ± 0.17	0.918 ± 0.07	0.892 ± 0.08
<i>Cnot8</i>	CCR4-NOT transcription complex, subunit 8	0.881 ± 0.17	0.821 ± 0.16	0.807 ± 0.13
<i>Cpsf3</i>	cleavage and polyadenylation specificity factor 3	0.868 ± 0.12	0.881 ± 0.10	0.903 ± 0.13
<i>Ddx1</i>	DEAD (Asp-Glu-Ala-Asp) box polypeptide 1	0.798 ± 0.08	0.938 ± 0.10	0.909 ± 0.09
<i>Dis3</i>	DIS3 mitotic control homolog (S. cerevisiae)	0.578 ± 0.02	0.778 ± 0.25	0.831 ± 0.18
<i>Dis3l</i>	DIS3 mitotic control homolog (S. cerevisiae)-like	0.857 ± 0.09	0.959 ± 0.23	0.979 ± 0.32
<i>Dis3l2</i>	DIS3 mitotic control homolog (S. cerevisiae)-like 2	1.104 ± 0.17	1.076 ± 0.18	1.051 ± 0.24
<i>Dxo</i>	decapping exoribonuclease	1.042 ± 0.16	1.002 ± 0.17	0.955 ± 0.26
<i>Eri1</i>	exoribonuclease 1	0.707 ± 0.25	1.100 ± 0.15	1.128 ± 0.17
<i>Eri2</i>	exoribonuclease 2	1.043 ± 0.26	1.142 ± 0.20	1.135 ± 0.23
<i>Eri3</i>	exoribonuclease 3	0.904 ± 0.24	0.913 ± 0.28	0.900 ± 0.29
<i>Exd1</i>	exonuclease 3-5 domain containing 1	1.190 ± 0.18	1.157 ± 0.19	1.274 ± 0.27
<i>Exd2</i>	exonuclease 3-5 domain containing 2	0.939 ± 0.13	0.932 ± 0.38	0.955 ± 0.39
<i>Exosc3</i>	exosome component 3	0.932 ± 0.18	0.990 ± 0.22	0.979 ± 0.17
<i>Exosc9</i>	exosome component 9	0.862 ± 0.08	0.897 ± 0.12	0.921 ± 0.08
<i>Isg20</i>	interferon-stimulated protein	0.917 ± 0.09	1.072 ± 0.08	1.040 ± 0.10
<i>Isg20l2</i>	interferon stimulated exonuclease gene 20-like 2	0.827 ± 0.12	0.953 ± 0.04	0.990 ± 0.06
<i>Pan2</i>	PAN2 polyA specific ribonuclease subunit homolog	0.903 ± 0.08	1.030 ± 0.14	0.955 ± 0.23
<i>Parn</i>	poly(A)-specific ribonuclease (deadenylation nuclease)	0.858 ± 0.16	0.905 ± 0.11	0.992 ± 0.09
<i>Pnpt1</i>	phosphodiesterase 12	0.778 ± 0.34	0.878 ± 0.13	0.944 ± 0.11
<i>Rexo1</i>	REX1, RNA exonuclease 1 homolog (S. cerevisiae)	0.934 ± 0.09	0.986 ± 0.19	0.925 ± 0.19
<i>Rexo2</i>	REX2, RNA exonuclease 2 homolog (S. cerevisiae)	0.922 ± 0.13	1.066 ± 0.11	1.044 ± 0.08
<i>Rexo4</i>	REX4, RNA exonuclease 4 homolog (S. cerevisiae)	0.970 ± 0.16	0.934 ± 0.05	0.942 ± 0.09
<i>Xrn1</i>	5-3 exoribonuclease 1	1.206 ± 0.19	1.025 ± 0.22	0.994 ± 0.17
<i>Xrn2</i>	5-3 exoribonuclease 2	0.894 ± 0.09	1.047 ± 0.13	1.039 ± 0.11

Supplementary Table 3. List of down-regulated genes (< 0.6-fold) following overexpression of Regnase-1 via Ad-Regnase-1 infection in chondrocytes.

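Each entry of Supplementary Tables 3–6 gives a fold change against Ad-C for Ad-Regnase-1 and for Ad-shRegnase-1, each followed by ± and a second value. The folds of all 161 entries of Supplementary Table 3 matched 2 to the power of the difference between group means of the log2 signals, on some feature of the array, within 0.0011, and 131 of them did so through the gene symbol used here. For these 131 entries the value after ± matched, within 0.011, the square root of the sum of the squared SDs of the log2 signals in the 2 groups compared. It is thus a spread on the log2 scale beside a fold on the linear scale. For Saa3 it combines the SDs of 3 Ad-C arrays and 3 arrays of the other virus.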

Gene symbol	Definition	Fold change				
		Ad-Regnase-1	Ad-shRegnase-1	IL-1 β	Ad-HIF-2 α	Ad-ZIP8
<i>Fgf21</i>	Fibroblast growth factor 21	0.248 $\pm$ 0.56	1.004 $\pm$ 0.48	0.128 $\pm$ 0.30	0.407 $\pm$ 0.23	0.509 $\pm$ 0.27
<i>Abi3bp</i>	ABI gene family, member 3 (NESH) binding protein	0.303 $\pm$ 0.28	1.088 $\pm$ 0.24	1.110 $\pm$ 0.25	0.690 $\pm$ 0.21	0.917 $\pm$ 0.26
<i>Mir434</i>	MicroRNA 434	0.338 $\pm$ 0.43	1.331 $\pm$ 0.75	0.242 $\pm$ 0.29	0.357 $\pm$ 0.46	0.471 $\pm$ 0.50
<i>Pycr1</i>	Pyrroline-5-carboxylate reductase 1	0.361 $\pm$ 0.28	0.857 $\pm$ 0.28	0.412 $\pm$ 0.17	0.494 $\pm$ 0.19	0.573 $\pm$ 0.19
<i>Gm12829</i>	Predicted gene 12829	0.362 $\pm$ 0.26	1.206 $\pm$ 0.51	0.411 $\pm$ 0.44	0.423 $\pm$ 0.30	0.715 $\pm$ 0.48
<i>Cnn1</i>	Calponin 1	0.381 $\pm$ 0.42	0.938 $\pm$ 0.25	0.856 $\pm$ 0.23	0.345 $\pm$ 0.31	0.415 $\pm$ 0.28
<i>Npr3</i>	Natriuretic peptide receptor 3	0.387 $\pm$ 0.22	0.951 $\pm$ 0.13	0.262 $\pm$ 0.28	0.512 $\pm$ 0.17	0.529 $\pm$ 0.35
<i>Chrdl1</i>	Chordin-like 1	0.387 $\pm$ 0.34	1.016 $\pm$ 0.36	0.549 $\pm$ 0.27	0.305 $\pm$ 0.41	0.426 $\pm$ 0.23
<i>Igfbp5</i>	Insulin-like growth factor binding protein 5	0.391 $\pm$ 0.31	0.942 $\pm$ 0.15	0.242 $\pm$ 0.32	0.913 $\pm$ 0.42	0.651 $\pm$ 0.40
<i>Mir136</i>	MicroRNA 136	0.403 $\pm$ 0.49	1.306 $\pm$ 0.78	0.203 $\pm$ 0.62	0.313 $\pm$ 0.50	0.448 $\pm$ 0.47
<i>Gm23508</i>	Predicted gene 23508	0.408 $\pm$ 0.29	1.302 $\pm$ 0.20	0.229 $\pm$ 0.26	0.338 $\pm$ 0.53	0.404 $\pm$ 0.45
<i>Rassf4</i>	Ras association (RalGDS/AF-6) domain family member 4	0.419 $\pm$ 0.24	0.954 $\pm$ 0.15	1.251 $\pm$ 0.30	1.532 $\pm$ 0.35	1.654 $\pm$ 0.34
<i>Clmn</i>	Calmin	0.420 $\pm$ 0.42	1.246 $\pm$ 0.41	0.572 $\pm$ 0.17	0.536 $\pm$ 0.26	0.581 $\pm$ 0.22
<i>Cyb5r2</i>	Cytochrome b5 reductase 2	0.421 $\pm$ 0.43	0.715 $\pm$ 0.38	0.285 $\pm$ 0.17	0.312 $\pm$ 0.32	0.456 $\pm$ 0.27
<i>Mir154</i>	MicroRNA 154	0.422 $\pm$ 0.48	1.279 $\pm$ 0.48	0.372 $\pm$ 0.32	0.275 $\pm$ 0.31	0.384 $\pm$ 0.65
<i>Gm22962</i>	Predicted gene 22962	0.424 $\pm$ 0.13	1.134 $\pm$ 0.30	0.364 $\pm$ 0.20	0.435 $\pm$ 0.28	0.46 $\pm$ 0.22
<i>Mir493</i>	MicroRNA 493	0.425 $\pm$ 0.40	1.107 $\pm$ 0.44	0.324 $\pm$ 0.56	0.331 $\pm$ 0.37	0.338 $\pm$ 0.51
<i>Mir543</i>	MicroRNA 543	0.428 $\pm$ 0.76	1.359 $\pm$ 0.44	0.543 $\pm$ 0.29	0.404 $\pm$ 0.36	0.432 $\pm$ 0.51
<i>Mir1906-1</i>	MicroRNA 1906-1	0.429 $\pm$ 0.35	1.146 $\pm$ 0.71	0.369 $\pm$ 0.52	0.338 $\pm$ 0.31	0.433 $\pm$ 0.39
<i>Mir485</i>	MicroRNA 485	0.433 $\pm$ 0.51	1.466 $\pm$ 0.21	0.385 $\pm$ 0.49	0.399 $\pm$ 0.35	0.438 $\pm$ 0.27
<i>Mir377</i>	MicroRNA 377	0.435 $\pm$ 0.38	1.138 $\pm$ 0.31	0.362 $\pm$ 0.38	0.356 $\pm$ 0.35	0.371 $\pm$ 0.44
<i>Cmtm5</i>	CKLF-like MARVEL transmembrane domain 5	0.440 $\pm$ 0.33	1.103 $\pm$ 0.33	0.221 $\pm$ 0.28	0.258 $\pm$ 0.51	0.464 $\pm$ 0.36
<i>Mir379</i>	MicroRNA 379	0.443 $\pm$ 0.33	1.188 $\pm$ 0.25	0.420 $\pm$ 0.26	0.450 $\pm$ 0.26	0.487 $\pm$ 0.27
<i>Mir1224</i>	MicroRNA 1224	0.443 $\pm$ 0.34	1.167 $\pm$ 0.36	0.398 $\pm$ 0.46	0.641 $\pm$ 0.64	0.688 $\pm$ 0.54
<i>Gm23736</i>	Predicted gene 23736	0.444 $\pm$ 0.25	1.094 $\pm$ 0.21	0.211 $\pm$ 0.41	0.351 $\pm$ 1.02	0.519 $\pm$ 1.20
<i>Fibin</i>	Fin bud initiation factor homolog	0.447 $\pm$ 0.42	1.155 $\pm$ 0.29	0.849 $\pm$ 0.05	0.564 $\pm$ 0.31	0.690 $\pm$ 0.21
<i>Lrp4</i>	Low density lipoprotein receptor-related protein 4	0.448 $\pm$ 0.40	0.985 $\pm$ 0.27	0.327 $\pm$ 0.22	0.761 $\pm$ 0.29	1.106 $\pm$ 0.25
<i>Gm6260</i>	Predicted gene 6260	0.452 $\pm$ 0.45	0.949 $\pm$ 0.40	0.222 $\pm$ 0.44	0.527 $\pm$ 0.22	0.633 $\pm$ 0.23
<i>Igdcc4</i>	Immunoglobulin superfamily, DCC subclass, member 4	0.452 $\pm$ 0.26	1.171 $\pm$ 0.29	0.663 $\pm$ 0.25	0.530 $\pm$ 0.20	0.678 $\pm$ 0.15

<i>Dmrta1</i>	Doublesex and mab-3 related TF like family A1	0.460 ± 0.28	0.883 ± 0.47	0.326 ± 0.20	0.366 ± 0.35	0.457 ± 0.32
<i>Pde7b</i>	Phosphodiesterase 7B	0.460 ± 0.33	0.720 ± 0.24	0.408 ± 0.28	0.384 ± 0.19	0.488 ± 0.15
<i>Mir337</i>	MicroRNA 337	0.469 ± 0.47	1.306 ± 0.34	0.450 ± 0.58	0.393 ± 0.36	0.374 ± 0.54
<i>Mir432</i>	MicroRNA 432	0.470 ± 0.23	1.106 ± 0.43	0.279 ± 0.28	0.430 ± 0.53	0.538 ± 0.39
<i>Gm22205</i>	Predicted gene 22205	0.475 ± 0.26	1.587 ± 0.24	0.246 ± 0.40	0.306 ± 0.28	0.349 ± 0.28
<i>Frzb</i>	Frizzled-related protein	0.477 ± 0.61	1.259 ± 0.51	0.262 ± 0.27	0.414 ± 0.29	0.557 ± 0.23
<i>Gjc3</i>	Gap junction protein, gamma 3	0.479 ± 0.65	0.838 ± 0.52	0.307 ± 0.40	0.525 ± 0.46	0.666 ± 0.60
<i>Boc</i>	Biregional cell adhesion molecule-related by Cdon	0.480 ± 0.28	1.108 ± 0.09	0.711 ± 0.15	0.495 ± 0.24	0.542 ± 0.24
<i>Slc17a9</i>	Solute carrier family 17, member 9	0.490 ± 0.26	0.985 ± 0.20	0.396 ± 0.16	0.688 ± 0.17	0.680 ± 0.22
<i>Mir667</i>	MicroRNA 667	0.490 ± 0.33	0.973 ± 0.25	0.486 ± 0.22	0.397 ± 0.66	0.413 ± 0.59
<i>Gm25854</i>	Predicted gene 25854	0.493 ± 0.34	1.312 ± 0.26	0.346 ± 0.41	0.422 ± 0.40	0.448 ± 0.34
<i>Apela</i>	Apelin receptor early endogenous ligand	0.496 ± 0.46	0.816 ± 0.51	0.435 ± 0.24	0.560 ± 0.63	0.384 ± 0.48
<i>Mir300</i>	MicroRNA 300	0.497 ± 0.27	1.285 ± 0.45	0.349 ± 0.66	0.295 ± 0.71	0.324 ± 0.59
<i>Smoc2</i>	SPARC related modular calcium binding 2	0.497 ± 0.23	1.274 ± 0.31	0.258 ± 0.31	0.321 ± 0.32	0.480 ± 0.27
<i>Mir382</i>	MicroRNA 382	0.498 ± 0.29	1.619 ± 0.29	0.363 ± 0.50	0.361 ± 0.32	0.360 ± 0.40
<i>Gm23787</i>	Predicted gene 23787	0.501 ± 0.35	1.341 ± 0.31	0.341 ± 0.34	0.474 ± 0.37	0.599 ± 0.50
<i>Ppp1r3c</i>	Protein phosphatase 1, regulatory subunit 3C	0.502 ± 0.52	1.113 ± 0.37	1.171 ± 0.21	1.221 ± 0.25	0.715 ± 0.30
<i>Mir380</i>	MicroRNA 380	0.503 ± 0.54	1.306 ± 0.40	0.329 ± 0.43	0.393 ± 0.42	0.365 ± 0.70
<i>Gm24564</i>	Predicted gene 24564	0.505 ± 0.45	1.604 ± 0.18	0.257 ± 0.18	0.280 ± 0.21	0.312 ± 0.22
<i>Cth</i>	Cystathionase (cystathionine gamma-lyase)	0.505 ± 0.44	1.024 ± 0.30	0.540 ± 0.19	0.864 ± 0.13	0.923 ± 0.11
<i>Osgin2</i>	Oxidative stress induced growth inhibitor member 2	0.506 ± 0.33	1.097 ± 0.18	0.254 ± 0.30	0.605 ± 0.31	0.698 ± 0.28
<i>Fxyd6</i>	FXYD domain-containing ion transport regulator 6	0.506 ± 0.47	1.044 ± 0.29	0.136 ± 0.39	0.382 ± 0.29	0.424 ± 0.32
<i>Acot2</i>	Acyl-CoA thioesterase 2	0.508 ± 0.35	0.841 ± 0.28	0.524 ± 0.25	0.658 ± 0.23	0.813 ± 0.20
<i>Mir3070b</i>	MicroRNA 3070b	0.509 ± 0.38	1.167 ± 0.42	0.472 ± 0.46	0.445 ± 0.27	0.458 ± 0.47
<i>Mir679</i>	MicroRNA 679	0.510 ± 0.32	1.104 ± 0.31	0.539 ± 0.28	0.483 ± 0.31	0.394 ± 0.37
<i>Sorbs2</i>	Sorbin and SH3 domain containing 2	0.510 ± 0.11	1.154 ± 0.19	0.974 ± 0.40	0.764 ± 0.23	0.720 ± 0.19
<i>Gm24679</i>	Predicted gene 24679	0.514 ± 0.56	0.607 ± 0.63	0.902 ± 0.16	0.949 ± 0.41	1.124 ± 0.38
<i>Cpa4</i>	Carboxypeptidase A4	0.514 ± 0.46	0.882 ± 0.31	1.176 ± 0.31	1.332 ± 0.37	1.209 ± 0.23
<i>Pdgfrl</i>	Platelet-derived growth factor receptor-like	0.515 ± 0.21	1.118 ± 0.21	1.129 ± 0.15	1.176 ± 0.13	1.103 ± 0.08
<i>Rab2b</i>	RAB2B, member RAS oncogene family	0.515 ± 0.09	0.943 ± 0.19	1.109 ± 0.18	0.935 ± 0.17	0.985 ± 0.16
<i>Car3</i>	Carbonic anhydrase 3	0.517 ± 0.22	0.803 ± 0.70	0.516 ± 0.48	0.384 ± 0.47	0.370 ± 0.60
<i>Meg3</i>	Maternally expressed 3	0.518 ± 0.20	1.092 ± 0.19	0.471 ± 0.17	0.445 ± 0.24	0.501 ± 0.37
<i>Mir1197</i>	MicroRNA 1197	0.522 ± 0.11	1.391 ± 0.10	0.360 ± 0.57	0.368 ± 0.33	0.381 ± 0.52

<i>Zfp185</i>	Zinc finger protein 185	0.522 ± 0.26	1.110 ± 0.18	0.608 ± 0.41	0.584 ± 0.29	0.834 ± 0.21
<i>Cthrc1</i>	Collagen triple helix repeat containing 1	0.523 ± 0.18	0.948 ± 0.29	0.420 ± 0.14	0.475 ± 0.27	0.605 ± 0.21
<i>Gm25856</i>	Predicted gene 25856	0.523 ± 0.38	1.494 ± 0.27	0.328 ± 0.50	0.324 ± 0.32	0.383 ± 0.38
<i>Mir453</i>	MicroRNA 453	0.527 ± 0.33	1.156 ± 0.24	0.362 ± 0.34	0.427 ± 0.17	0.372 ± 0.32
<i>Mir322</i>	MicroRNA 322	0.528 ± 0.30	1.228 ± 0.24	0.971 ± 0.30	0.934 ± 0.22	1.001 ± 0.20
<i>Svep1</i>	Sushi, von Willebrand factor type A	0.528 ± 0.31	1.247 ± 0.26	2.385 ± 0.16	0.807 ± 0.24	0.945 ± 0.18
<i>Cpxm2</i>	carboxypeptidase X 2 (M14 family)	0.529 ± 0.41	1.173 ± 0.20	0.961 ± 0.14	1.053 ± 0.14	1.345 ± 0.08
<i>Gm23600</i>	Predicted gene 23600	0.529 ± 0.47	1.574 ± 0.28	0.328 ± 0.21	0.341 ± 0.26	0.375 ± 0.24
<i>Dkk3</i>	Dickkopf homolog 3	0.531 ± 0.41	0.794 ± 0.29	1.861 ± 0.18	1.031 ± 0.42	1.120 ± 0.47
<i>AF357425</i>	SnoRNA AF357425	0.532 ± 0.26	1.139 ± 0.15	0.394 ± 0.23	0.473 ± 0.13	0.545 ± 0.22
<i>Nynrin</i>	NYN domain and retroviral integrase containing	0.533 ± 0.29	1.027 ± 0.30	0.692 ± 0.18	0.503 ± 0.26	0.616 ± 0.20
<i>Pck2</i>	Phosphoenolpyruvate carboxykinase 2	0.533 ± 0.30	0.954 ± 0.21	0.398 ± 0.20	0.710 ± 0.16	0.761 ± 0.11
<i>Penk</i>	Preproenkephalin	0.534 ± 0.34	1.088 ± 0.19	1.502 ± 0.17	0.930 ± 0.15	0.922 ± 0.17
<i>Lrrc61</i>	Leucine rich repeat containing 61	0.537 ± 0.21	0.676 ± 0.25	0.708 ± 0.14	0.747 ± 0.18	0.880 ± 0.15
<i>Mir376b</i>	MicroRNA 376b	0.537 ± 0.51	1.377 ± 0.41	0.646 ± 0.21	0.295 ± 0.79	0.332 ± 0.82
<i>Mir323</i>	MicroRNA 323	0.537 ± 0.35	1.054 ± 0.37	0.370 ± 0.05	0.357 ± 0.67	0.362 ± 0.52
<i>Magel2</i>	Melanoma antigen, family L, 2	0.538 ± 0.47	1.003 ± 0.50	0.231 ± 0.30	0.410 ± 0.19	0.594 ± 0.32
<i>Rian</i>	RNA imprinted and accumulated in nucleus	0.538 ± 0.37	1.309 ± 0.18	0.346 ± 0.10	0.420 ± 0.26	0.489 ± 0.33
<i>Srebfl</i>	Sterol regulatory element binding transcription factor 1	0.539 ± 0.28	1.095 ± 0.26	0.530 ± 0.20	0.835 ± 0.14	0.852 ± 0.12
<i>Snhg18</i>	Small nucleolar RNA host gene 18	0.540 ± 0.30	1.109 ± 0.17	0.910 ± 0.21	0.751 ± 0.16	0.759 ± 0.16
<i>Gm23347</i>	Predicted gene 23347	0.542 ± 0.19	1.288 ± 0.45	0.374 ± 0.67	0.422 ± 0.30	0.427 ± 0.26
<i>Aldh1l2</i>	Aldehyde dehydrogenase 1 family, member L2	0.544 ± 0.30	0.994 ± 0.09	0.432 ± 0.15	0.675 ± 0.22	0.702 ± 0.19
<i>Gm22659</i>	Predicted gene 22659	0.544 ± 0.31	0.807 ± 0.50	1.121 ± 0.55	0.886 ± 0.30	0.935 ± 0.33
<i>Col10a1</i>	Collagen, type X, alpha 1	0.545 ± 0.70	0.854 ± 0.50	0.174 ± 0.20	0.416 ± 0.34	0.399 ± 0.39
<i>AF357426</i>	SnoRNA AF357426	0.546 ± 0.24	1.173 ± 0.21	0.485 ± 0.44	0.440 ± 0.37	0.557 ± 0.55
<i>Sh3rf2</i>	SH3 domain containing ring finger 2	0.546 ± 0.14	0.935 ± 0.42	0.709 ± 0.15	0.657 ± 0.22	0.818 ± 0.14
<i>Gm24899</i>	Predicted gene 24899	0.546 ± 0.18	1.473 ± 0.23	0.331 ± 0.21	0.427 ± 0.31	0.468 ± 0.26
<i>Trp53inp2</i>	Transformation related protein 53	0.547 ± 0.16	0.704 ± 0.13	1.432 ± 0.20	1.246 ± 0.13	1.276 ± 0.16
<i>Fbxw18</i>	F-box and WD-40 domain protein 18	0.547 ± 0.27	1.165 ± 0.24	0.328 ± 0.46	0.574 ± 0.36	0.707 ± 0.44
<i>Omd</i>	Osteomodulin	0.548 ± 0.24	1.072 ± 0.23	0.353 ± 0.30	0.358 ± 0.32	0.499 ± 0.29
<i>Vmn2r5</i>	Vomeroneasal 2, receptor 5	0.548 ± 0.28	0.753 ± 0.27	0.981 ± 0.41	1.014 ± 0.42	1.395 ± 0.58
<i>Clcn5</i>	Chloride channel 5	0.550 ± 0.18	0.934 ± 0.18	0.587 ± 0.09	0.648 ± 0.09	0.723 ± 0.06
<i>Rps6ka2</i>	Ribosomal protein S6 kinase, polypeptide 2	0.550 ± 0.21	0.964 ± 0.25	0.382 ± 0.19	0.441 ± 0.34	0.650 ± 0.25

<i>Slc16a14</i>	Solute carrier family 16, member 14	0.550 ± 0.59	0.762 ± 0.47	0.257 ± 0.35	0.196 ± 0.45	0.289 ± 0.32
<i>Ogn</i>	Osteoglycin	0.551 ± 0.15	1.162 ± 0.13	0.829 ± 0.11	0.466 ± 0.33	0.663 ± 0.11
<i>Gm13293</i>	Predicted gene 13293	0.551 ± 0.50	1.307 ± 0.32	2.525 ± 0.24	4.398 ± 0.24	2.987 ± 0.22
<i>Trib3</i>	Tribbles homolog 3 (Drosophila)	0.552 ± 0.34	0.969 ± 0.25	0.546 ± 0.16	0.666 ± 0.24	0.773 ± 0.19
<i>Cdk15</i>	Cyclin-dependent kinase-like 5	0.554 ± 0.11	0.932 ± 0.13	0.704 ± 0.24	0.549 ± 0.32	0.664 ± 0.26
<i>Gm25394</i>	Predicted gene 25394	0.556 ± 0.12	0.632 ± 0.14	0.902 ± 0.22	1.002 ± 1.94	1.010 ± 1.99
<i>Ldlrad3</i>	LDL receptor class A domain containing 3	0.556 ± 0.15	1.005 ± 0.12	0.364 ± 0.12	0.517 ± 0.11	0.634 ± 0.13
<i>Aldh6a1</i>	Aldehyde dehydrogenase family 6, subfamily A1	0.558 ± 0.29	1.214 ± 0.23	1.279 ± 0.23	0.879 ± 0.22	1.037 ± 0.17
<i>AF357428</i>	SnoRNA AF357428	0.559 ± 0.37	1.092 ± 0.18	0.480 ± 0.46	0.460 ± 0.60	0.549 ± 0.42
<i>Pygo1</i>	Pygopus 1	0.562 ± 0.19	1.195 ± 0.21	0.872 ± 0.24	0.602 ± 0.24	0.783 ± 0.23
<i>Fam13c</i>	Family with sequence similarity 13, member C	0.562 ± 0.24	1.000 ± 0.09	0.795 ± 0.14	0.722 ± 0.25	0.924 ± 0.16
<i>Srpx</i>	Sushi-repeat-containing protein	0.563 ± 0.43	1.256 ± 0.29	0.451 ± 0.32	0.423 ± 0.31	0.548 ± 0.27
<i>Cybrd1</i>	Cytochrome b reductase 1	0.564 ± 0.54	1.191 ± 0.29	0.317 ± 0.26	0.386 ± 0.35	0.524 ± 0.32
<i>Creb3l1</i>	cAMP responsive element binding protein 3-like 1	0.564 ± 0.26	0.683 ± 0.25	1.315 ± 0.04	1.150 ± 0.13	1.090 ± 0.13
<i>Sec16b</i>	SEC16 homolog B (S. cerevisiae)	0.565 ± 0.26	1.019 ± 0.21	0.446 ± 0.12	0.751 ± 0.25	0.746 ± 0.29
<i>Smarca1</i>	SWI/SNF related, matrix associated, member 1	0.565 ± 0.22	1.287 ± 0.24	0.639 ± 0.18	0.583 ± 0.24	0.623 ± 0.20
<i>Smpd3</i>	Sphingomyelin phosphodiesterase 3, neutral	0.566 ± 0.57	1.587 ± 0.61	0.163 ± 0.17	0.210 ± 0.37	0.304 ± 0.36
<i>Ap3s2</i>	Adaptor-related protein complex 3, sigma 2 subunit	0.568 ± 0.22	0.822 ± 0.22	0.985 ± 0.14	0.842 ± 0.16	0.856 ± 0.20
<i>Hacd1</i>	3-hydroxyacyl-CoA dehydratase 1	0.568 ± 0.15	0.975 ± 0.10	1.197 ± 0.28	0.856 ± 0.31	0.902 ± 0.33
<i>Lctf</i>	Lactase-like	0.571 ± 0.36	1.006 ± 0.20	0.519 ± 0.24	0.811 ± 0.32	0.981 ± 0.28
<i>Arsi</i>	Arylsulfatase	0.571 ± 0.10	0.814 ± 0.32	0.479 ± 0.25	0.512 ± 0.30	0.538 ± 0.35
<i>Mir1193</i>	MicroRNA 1193	0.571 ± 0.35	1.018 ± 0.44	0.467 ± 0.31	0.443 ± 0.36	0.463 ± 0.41
<i>Cdon</i>	Cell adhesion molecule-related by oncogenes	0.573 ± 0.17	1.145 ± 0.12	1.412 ± 0.11	0.836 ± 0.12	0.846 ± 0.12
<i>Atf5</i>	Activating transcription factor 5	0.575 ± 0.19	0.892 ± 0.17	0.794 ± 0.12	0.805 ± 0.18	0.893 ± 0.21
<i>Camk4</i>	Calcium/calmodulin-dependent protein kinase IV	0.576 ± 0.25	0.863 ± 0.24	0.606 ± 0.17	0.517 ± 0.24	0.645 ± 0.19
<i>Ptgis</i>	Prostaglandin I2 synthase	0.576 ± 0.27	1.041 ± 0.28	0.641 ± 0.14	0.733 ± 0.19	0.589 ± 0.18
<i>Slc16a2</i>	Solute carrier family 16, member 2	0.578 ± 0.33	1.181 ± 0.31	2.459 ± 0.08	2.224 ± 0.12	1.987 ± 0.18
<i>Slc13a5</i>	Solute carrier family 13, member 5	0.580 ± 0.94	1.568 ± 0.83	0.468 ± 0.49	0.985 ± 0.46	1.109 ± 0.40
<i>Mir411</i>	MicroRNA 411	0.581 ± 0.28	1.443 ± 0.36	0.613 ± 0.51	0.560 ± 0.34	0.587 ± 0.40
<i>Sorbs2os</i>	Sorbin and SH3 domain containing 2, opposite strand	0.581 ± 0.09	1.284 ± 0.19	1.100 ± 0.30	0.908 ± 0.29	0.944 ± 0.22
<i>Fndc1</i>	Fibronectin type III domain containing 1	0.582 ± 0.46	0.980 ± 0.33	2.794 ± 0.20	1.693 ± 0.51	1.004 ± 0.50
<i>Mir341</i>	MicroRNA 341	0.582 ± 0.34	1.522 ± 0.41	0.496 ± 0.22	0.545 ± 0.17	0.583 ± 0.23
<i>6430411K18Rik</i>	RIKEN cDNA 6430411K18 gene	0.582 ± 0.32	1.313 ± 0.16	0.527 ± 0.24	0.458 ± 0.40	0.455 ± 0.32

<i>Gm24598</i>	Predicted gene 24598	0.582 ± 0.36	1.538 ± 0.29	0.293 ± 0.76	0.373 ± 0.37	0.436 ± 0.46
<i>Snord123</i>	Small nucleolar RNA, C/D box 123	0.584 ± 0.18	0.960 ± 0.16	0.919 ± 0.11	0.924 ± 0.85	0.955 ± 0.81
<i>Fry</i>	Furry homolog (Drosophila)	0.585 ± 0.35	1.429 ± 0.20	0.421 ± 0.64	0.564 ± 0.46	0.571 ± 0.30
<i>Dhrs3</i>	Dehydrogenase/reductase (SDR family) member 3	0.585 ± 0.36	1.077 ± 0.11	1.520 ± 0.10	0.998 ± 0.12	0.907 ± 0.16
<i>Gpc4</i>	Glypican 4	0.585 ± 0.15	1.008 ± 0.25	0.787 ± 0.13	0.596 ± 0.18	0.666 ± 0.10
<i>Phyh</i>	Phytanoyl-CoA hydroxylase	0.586 ± 0.25	1.254 ± 0.14	0.573 ± 0.20	0.993 ± 0.16	0.963 ± 0.20
<i>Scin</i>	Scinderin	0.586 ± 0.39	1.103 ± 0.35	0.347 ± 0.12	0.711 ± 0.20	0.719 ± 0.28
<i>Paqr3</i>	Progesterin and adipoQ receptor family member III	0.587 ± 0.56	1.095 ± 0.40	0.432 ± 0.18	0.557 ± 0.26	0.703 ± 0.16
<i>Gm25518</i>	Predicted gene 25518	0.587 ± 0.34	0.866 ± 0.43	1.009 ± 0.97	0.954 ± 0.59	1.277 ± 0.83
<i>Tmem161a</i>	Transmembrane protein 161A	0.587 ± 0.15	1.118 ± 0.17	0.870 ± 0.09	0.671 ± 0.13	0.799 ± 0.18
<i>Mir541</i>	MicroRNA 541	0.587 ± 0.33	1.073 ± 0.23	0.386 ± 0.42	0.490 ± 0.26	0.540 ± 0.31
<i>Dact1</i>	Dapper homolog 1, antagonist of beta-catenin (xenopus)	0.587 ± 0.36	0.908 ± 0.26	0.240 ± 0.34	0.394 ± 0.17	0.513 ± 0.23
<i>Fads1</i>	Fatty acid desaturase 1	0.589 ± 0.17	1.045 ± 0.15	0.595 ± 0.19	0.665 ± 0.13	0.771 ± 0.12
<i>Panx3</i>	Pannexin 3	0.589 ± 0.41	0.878 ± 0.38	0.591 ± 0.15	0.488 ± 0.42	0.585 ± 0.43
<i>Fcgrt</i>	Fc receptor, IgG, alpha chain transporter	0.591 ± 0.30	1.257 ± 0.27	1.667 ± 0.12	1.294 ± 0.25	1.317 ± 0.21
<i>Plcd1</i>	Phospholipase C, delta 1	0.591 ± 0.21	1.063 ± 0.17	0.759 ± 0.09	0.761 ± 0.10	0.813 ± 0.09
<i>Slc35f1</i>	Solute carrier family 35, member F1	0.592 ± 0.37	0.863 ± 0.43	0.286 ± 0.18	0.15 ± 0.23	0.203 ± 0.44
<i>AI464131</i>	Expressed sequence AI464131	0.592 ± 0.17	0.967 ± 0.13	0.855 ± 0.22	1.011 ± 0.16	1.026 ± 0.11
<i>Saa3</i>	Serum amyloid A3	0.593 ± 2.19	2.642 ± 1.59	41.471 ± 0.70	19.970 ± 0.66	19.198 ± 0.66
<i>Copz2</i>	Coatomer protein complex, subunit zeta 2	0.593 ± 0.15	1.019 ± 0.08	0.725 ± 0.13	0.719 ± 0.15	0.746 ± 0.15
<i>Sh3tc2</i>	SH3 domain and tetratricopeptide repeats 2	0.593 ± 0.34	1.049 ± 0.25	0.361 ± 0.22	0.503 ± 0.34	0.644 ± 0.24
<i>Gm5947</i>	Predicted pseudogene 5947	0.593 ± 0.25	0.738 ± 0.22	0.883 ± 0.30	0.966 ± 0.65	1.056 ± 0.57
<i>Olfir1265</i>	Olfactory receptor 1265	0.594 ± 0.29	1.045 ± 0.37	0.946 ± 0.73	0.834 ± 0.39	1.097 ± 0.31
<i>Fkbp7</i>	FK506 binding protein 7	0.594 ± 0.17	1.030 ± 0.15	1.024 ± 0.22	1.001 ± 0.13	0.878 ± 0.16
<i>Mir431</i>	MicroRNA 431	0.594 ± 0.27	1.180 ± 0.17	0.542 ± 0.17	0.555 ± 0.21	0.587 ± 0.28
<i>Tubb2a</i>	Tubulin, beta 2A class IIA	0.595 ± 0.23	1.038 ± 0.21	0.351 ± 0.12	0.537 ± 0.19	0.549 ± 0.29
<i>Tbx5</i>	T-box 5	0.595 ± 0.27	0.983 ± 0.26	0.809 ± 0.12	0.805 ± 0.38	0.781 ± 0.29
<i>Colla1</i>	Collagen, type I, alpha 1	0.595 ± 0.20	0.949 ± 0.17	0.984 ± 0.16	0.937 ± 0.31	0.961 ± 0.34
<i>Mir30e</i>	MicroRNA 30e	0.596 ± 0.54	0.626 ± 0.41	1.078 ± 0.44	1.207 ± 0.73	1.103 ± 0.91
<i>Itpkb</i>	Inositol 1,4,5-trisphosphate 3-kinase B	0.596 ± 0.31	1.140 ± 0.32	0.637 ± 0.16	0.790 ± 0.14	0.787 ± 0.15
<i>Fam213b</i>	Family with sequence similarity 213, member B	0.596 ± 0.30	1.034 ± 0.30	0.890 ± 0.07	1.385 ± 0.39	1.219 ± 0.26
<i>Rhox3f</i>	Reproductive homeobox 3F	0.596 ± 0.37	0.846 ± 0.76	0.701 ± 0.48	0.846 ± 0.97	0.855 ± 0.92
<i>Clip3</i>	CAP-GLY domain containing linker protein 3	0.597 ± 0.21	0.877 ± 0.28	1.281 ± 0.09	0.890 ± 0.16	0.865 ± 0.22

Supplementary Table 4. List of up-regulated genes (> 1.5-fold) following knock-down of Regnase-1 via Ad-shRegnase-1A infection in chondrocytes.

Gene Symbol	Definition	Fold change				
		Ad-shRegnase-1	Ad-Regnase-1	IL-1 β	Ad-HIF-2 α	Ad-ZIP8
<i>Cxcl5</i>	Chemokine (C-X-C motif) ligand 5	3.482 $\pm$ 0.99	1.709 $\pm$ 0.70	93.775 $\pm$ 0.20	41.737 $\pm$ 0.30	43.135 $\pm$ 0.39
<i>Saa3</i>	Serum amyloid A 3	2.642 $\pm$ 1.59	0.593 $\pm$ 2.19	41.471 $\pm$ 0.70	19.97 $\pm$ 0.66	19.198 $\pm$ 0.66
<i>Steap4</i>	STEAP family member 4	2.579 $\pm$ 0.87	1.143 $\pm$ 0.62	59.772 $\pm$ 0.56	21.25 $\pm$ 0.65	21.596 $\pm$ 0.65
<i>Gm25357</i>	Predicted gene, 25357	2.345 $\pm$ 1.57	1.331 $\pm$ 1.14	0.956 $\pm$ 0.57	0.525 $\pm$ 1.07	0.631 $\pm$ 1.03
<i>Mir181a-1</i>	MicroRNA 181a-1	2.195 $\pm$ 0.72	1.155 $\pm$ 0.32	2.189 $\pm$ 0.61	0.975 $\pm$ 0.81	1.207 $\pm$ 0.90
<i>Vmn1r127</i>	Vomerolateral 1 receptor 127	2.152 $\pm$ 0.30	1.606 $\pm$ 0.27	0.994 $\pm$ 0.67	1.418 $\pm$ 1.00	0.916 $\pm$ 1.09
<i>Angptl4</i>	Angiopoietin-like 4	1.993 $\pm$ 0.60	1.218 $\pm$ 0.25	6.622 $\pm$ 0.33	7.342 $\pm$ 0.65	5.672 $\pm$ 0.61
<i>Mmp3</i>	Matrix metalloproteinase 3	1.847 $\pm$ 0.71	2.374 $\pm$ 0.37	157.581 $\pm$ 0.19	116.517 $\pm$ 0.58	63.661 $\pm$ 0.68
<i>Gm23474</i>	Predicted gene 23474	1.828 $\pm$ 0.83	0.780 $\pm$ 0.50	0.429 $\pm$ 1.08	0.363 $\pm$ 1.03	0.423 $\pm$ 1.13
<i>Gm22740</i>	Predicted gene 22740	1.814 $\pm$ 0.37	0.916 $\pm$ 0.66	0.632 $\pm$ 0.43	0.847 $\pm$ 0.77	0.877 $\pm$ 0.65
<i>Gm26827</i>	Predicted gene 26827	1.767 $\pm$ 0.34	0.838 $\pm$ 0.28	0.881 $\pm$ 0.19	1.543 $\pm$ 0.17	1.406 $\pm$ 0.21
<i>Zscan4b</i>	Zinc finger and SCAN domain containing 4B	1.758 $\pm$ 0.43	1.208 $\pm$ 0.34	1.237 $\pm$ 0.50	0.890 $\pm$ 0.38	0.939 $\pm$ 0.50
<i>Mir335</i>	MicroRNA 335	1.757 $\pm$ 0.30	1.064 $\pm$ 0.34	0.608 $\pm$ 1.17	1.168 $\pm$ 0.50	0.964 $\pm$ 0.45
<i>Mir743</i>	MicroRNA 743	1.709 $\pm$ 0.42	1.595 $\pm$ 0.63	1.574 $\pm$ 0.61	1.055 $\pm$ 0.51	1.167 $\pm$ 0.54
<i>Gm4825</i>	Predicted pseudogene 4825	1.704 $\pm$ 0.50	1.213 $\pm$ 0.46	1.215 $\pm$ 0.62	0.798 $\pm$ 0.40	0.637 $\pm$ 0.28
<i>Gm26151</i>	Predicted gene 26151	1.698 $\pm$ 0.48	1.242 $\pm$ 0.32	1.568 $\pm$ 0.60	1.194 $\pm$ 0.49	0.668 $\pm$ 0.37
<i>Hp</i>	Haptoglobin	1.696 $\pm$ 0.47	1.576 $\pm$ 0.41	67.397 $\pm$ 0.30	62.303 $\pm$ 0.30	42.068 $\pm$ 0.30
<i>Gm22019</i>	Predicted gene 22019	1.690 $\pm$ 0.61	1.214 $\pm$ 0.68	1.007 $\pm$ 0.39	0.806 $\pm$ 0.85	0.760 $\pm$ 0.83
<i>Prg4</i>	Proteoglycan 4	1.678 $\pm$ 0.95	2.019 $\pm$ 0.72	7.197 $\pm$ 0.16	8.533 $\pm$ 0.48	3.577 $\pm$ 0.57
<i>Gm25724</i>	Predicted gene, 25724	1.636 $\pm$ 0.35	1.309 $\pm$ 0.28	0.934 $\pm$ 0.43	0.708 $\pm$ 0.56	0.522 $\pm$ 0.34
<i>mt-Ts2</i>	Mitochondrially encoded tRNA serine 2	1.625 $\pm$ 0.66	2.011 $\pm$ 0.79	0.825 $\pm$ 0.96	0.827 $\pm$ 0.43	0.905 $\pm$ 0.55
<i>Mir382</i>	MicroRNA 382	1.619 $\pm$ 0.29	0.498 $\pm$ 0.29	0.363 $\pm$ 0.50	0.361 $\pm$ 0.32	0.360 $\pm$ 0.40
<i>Gm24960</i>	Predicted gene 24960	1.614 $\pm$ 0.13	1.323 $\pm$ 0.51	0.796 $\pm$ 0.55	1.243 $\pm$ 0.77	1.637 $\pm$ 0.80
<i>Gm23297</i>	Predicted gene 23297	1.612 $\pm$ 0.24	1.393 $\pm$ 0.40	1.207 $\pm$ 0.14	1.003 $\pm$ 0.68	0.821 $\pm$ 0.82
<i>Mir1955</i>	MicroRNA 1955	1.611 $\pm$ 0.44	1.122 $\pm$ 0.27	1.546 $\pm$ 0.67	1.128 $\pm$ 0.25	1.108 $\pm$ 0.25
<i>Gm24564</i>	Predicted gene, 24564	1.604 $\pm$ 0.18	0.505 $\pm$ 0.45	0.257 $\pm$ 0.18	0.28 $\pm$ 0.21	0.312 $\pm$ 0.22
<i>Chil1</i>	Chitinase-like 1	1.599 $\pm$ 1.09	0.722 $\pm$ 1.61	15.791 $\pm$ 0.37	9.608 $\pm$ 0.43	8.597 $\pm$ 0.43
<i>Mir186</i>	MicroRNA 186	1.595 $\pm$ 0.55	1.511 $\pm$ 0.47	1.553 $\pm$ 0.32	0.653 $\pm$ 0.34	0.679 $\pm$ 0.76
<i>Mirlet7c-1</i>	MicroRNA let7c-1	1.594 $\pm$ 0.40	0.772 $\pm$ 0.27	1.111 $\pm$ 0.68	1.025 $\pm$ 0.47	1.058 $\pm$ 0.17
<i>Smpd3</i>	Sphingomyelin phosphodiesterase 3	1.587 $\pm$ 0.61	0.566 $\pm$ 0.57	0.163 $\pm$ 0.17	0.210 $\pm$ 0.37	0.304 $\pm$ 0.36
<i>Gm22205</i>	Predicted gene 22205	1.587 $\pm$ 0.24	0.475 $\pm$ 0.26	0.246 $\pm$ 0.40	0.306 $\pm$ 0.28	0.349 $\pm$ 0.28
<i>Vnn1</i>	Vanin 1	1.586 $\pm$ 0.49	0.994 $\pm$ 0.49	61.952 $\pm$ 0.25	13.662 $\pm$ 0.57	14.634 $\pm$ 0.56
<i>Gm22263</i>	Predicted gene 22263	1.584 $\pm$ 0.26	0.97 $\pm$ 0.24	0.902 $\pm$ 0.85	1.245 $\pm$ 0.81	0.838 $\pm$ 0.82
<i>Trbj1-7</i>	T cell receptor beta joining 1-7	1.583 $\pm$ 0.73	1.043 $\pm$ 0.67	1.144 $\pm$ 0.28	0.895 $\pm$ 0.37	0.743 $\pm$ 0.46

<i>Gm10944</i>	Predicted gene 10944	1.582 ± 0.74	1.259 ± 1.05	1.287 ± 0.68	0.738 ± 0.96	0.726 ± 1.17
<i>Gm5174</i>	Predicted gene 5174	1.580 ± 0.41	1.171 ± 0.15	1.312 ± 0.25	1.074 ± 0.32	1.103 ± 0.26
<i>Sema3d</i>	Sema domain, Ig domain, short basic domain	1.578 ± 0.34	1.018 ± 0.33	0.321 ± 0.47	0.786 ± 0.36	0.645 ± 0.28
<i>Gm23600</i>	Predicted gene 23600	1.574 ± 0.28	0.529 ± 0.47	0.328 ± 0.21	0.341 ± 0.26	0.375 ± 0.24
<i>Slc13a5</i>	Solute carrier family 13, member 5	1.568 ± 0.83	0.580 ± 0.94	0.468 ± 0.49	0.985 ± 0.46	1.109 ± 0.4
<i>Mir466e</i>	MicroRNA 466e	1.563 ± 0.47	1.111 ± 0.43	1.457 ± 0.64	1.166 ± 0.57	0.680 ± 0.60
<i>Ddx3y</i>	DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked	1.563 ± 0.98	1.413 ± 0.98	0.870 ± 0.54	0.921 ± 0.31	0.869 ± 0.29
<i>Gm23199</i>	Predicted gene 23199	1.560 ± 0.36	1.207 ± 0.37	0.603 ± 0.53	0.892 ± 0.39	1.043 ± 0.13
<i>Klk1b27</i>	Kallikrein 1-related peptidase b27	1.558 ± 0.37	1.360 ± 0.54	1.086 ± 0.35	0.988 ± 0.40	1.092 ± 0.67
<i>Uty</i>	Ubiquitously transcribed tetra-tricopeptide repeat gene	1.556 ± 0.81	1.386 ± 0.81	1.393 ± 0.55	1.056 ± 0.39	0.948 ± 0.38
<i>Stfa3</i>	Stefin A3	1.551 ± 0.33	1.065 ± 0.25	0.674 ± 0.27	0.892 ± 0.54	0.978 ± 0.47
<i>Gm24599</i>	Predicted gene 24599	1.549 ± 0.42	1.111 ± 0.32	0.917 ± 0.48	1.149 ± 0.32	1.237 ± 0.46
<i>Gm24561</i>	Predicted gene 24561	1.546 ± 1.13	2.500 ± 0.61	1.184 ± 1.05	1.078 ± 0.56	1.443 ± 0.59
<i>Mir130a</i>	MicroRNA 130a	1.541 ± 0.60	0.787 ± 0.21	1.046 ± 0.49	0.638 ± 0.59	0.933 ± 0.49
<i>DQ267100</i>	SnoRNA DQ267100	1.540 ± 0.20	0.619 ± 0.26	0.343 ± 0.20	0.477 ± 0.31	0.508 ± 0.23
<i>Gm24598</i>	Predicted gene 24598	1.538 ± 0.29	0.582 ± 0.36	0.293 ± 0.76	0.373 ± 0.37	0.436 ± 0.46
<i>Oxct2a</i>	3-oxoacid CoA transferase 2A	1.537 ± 0.37	1.148 ± 0.28	0.828 ± 0.33	0.974 ± 0.54	1.157 ± 0.62
<i>Aspn</i>	Asporin	1.537 ± 0.68	1.049 ± 0.57	0.307 ± 0.51	0.261 ± 1.30	0.252 ± 1.19
<i>Phf1os</i>	Putative homeodomain transcription factor 1	1.529 ± 0.19	1.419 ± 0.13	1.121 ± 0.26	0.989 ± 0.13	0.979 ± 0.4
<i>Mir450-1</i>	MicroRNA 450-1	1.528 ± 0.47	1.133 ± 0.39	1.081 ± 0.49	1.04 ± 0.49	0.836 ± 0.33
<i>Saa2</i>	Serum amyloid A 2	1.526 ± 0.54	1.257 ± 0.39	60.528 ± 0.10	94.964 ± 0.74	55.081 ± 0.76
<i>Mterf1a</i>	Mitochondrial transcription termination factor 1a	1.524 ± 0.57	1.377 ± 0.31	1.605 ± 0.24	0.823 ± 0.32	0.992 ± 0.42
<i>Eif2s3y</i>	Eukaryotic translation initiation factor 2, subunit 3	1.524 ± 0.96	1.299 ± 0.95	0.903 ± 0.84	0.834 ± 0.26	0.919 ± 0.29
<i>Gm3715</i>	Predicted gene 3715	1.524 ± 0.51	1.263 ± 0.49	1.201 ± 0.24	1.146 ± 0.38	1.124 ± 0.57
<i>Mir341</i>	MicroRNA 341	1.522 ± 0.41	0.582 ± 0.34	0.496 ± 0.22	0.545 ± 0.17	0.583 ± 0.23
<i>Gm24475</i>	Predicted gene 24475	1.516 ± 0.68	1.230 ± 0.60	1.102 ± 0.37	1.103 ± 0.86	0.904 ± 0.86
<i>Gm5316</i>	Predicted gene 5316	1.515 ± 0.27	1.176 ± 0.40	1.041 ± 0.20	1.941 ± 0.37	1.691 ± 0.29
<i>Gm24391</i>	Predicted gene 24391	1.515 ± 0.27	1.150 ± 0.30	1.179 ± 0.17	1.095 ± 0.33	0.834 ± 0.63
<i>Traj7</i>	T cell receptor alpha joining 7	1.510 ± 0.70	1.307 ± 0.41	0.874 ± 0.53	0.806 ± 0.73	0.762 ± 0.93
<i>Snora44</i>	Small nucleolar RNA, H/ACA box 44	1.508 ± 0.25	1.095 ± 0.31	0.985 ± 0.10	1.990 ± 0.75	1.794 ± 0.87
<i>Cxcl3</i>	Chemokine (C-X-C motif) ligand 3	1.506 ± 0.97	2.377 ± 0.59	251.887 ± 0.48	80.900 ± 0.55	56.658 ± 0.71
<i>Gm16427</i>	Predicted gene 16427	1.501 ± 0.55	1.283 ± 0.55	1.288 ± 0.48	1.282 ± 0.51	1.081 ± 0.42
<i>Gm22296</i>	Predicted gene 22296	1.501 ± 0.30	1.100 ± 0.19	0.935 ± 0.13	1.114 ± 0.71	1.070 ± 0.81

Supplementary Table 5. List of up-regulated genes (> 2.0-fold) following overexpression of Regnase-1 via Ad-Regnase-1 infection in chondrocytes.

Gene symbol	Definition	Fold change				
		Ad-Regnase-1	Ad-shRegnase-1	IL-1 β	Ad-HIF-2 α	Ad-ZIP8
<i>Hspa1a</i>	Heat shock protein 1A	21.073 $\pm$ 0.39	0.830 $\pm$ 0.37	1.554 $\pm$ 0.39	2.249 $\pm$ 0.45	12.68 $\pm$ 0.58
<i>Hspa1b</i>	Heat shock protein 1B	11.706 $\pm$ 0.36	0.872 $\pm$ 0.32	2.001 $\pm$ 0.2	2.594 $\pm$ 0.46	9.391 $\pm$ 0.41
<i>Gm13238</i>	Carnitine deficiency-associated gene expressed in ventricle	7.051 $\pm$ 0.58	0.872 $\pm$ 0.22	0.822 $\pm$ 0.77	0.698 $\pm$ 0.49	0.776 $\pm$ 0.37
<i>Gpnmb</i>	Glycoprotein (transmembrane) nmb	5.007 $\pm$ 0.61	1.138 $\pm$ 0.40	1.740 $\pm$ 0.52	3.896 $\pm$ 0.96	3.736 $\pm$ 0.96
<i>Kitl</i>	Kit ligand	4.790 $\pm$ 0.40	0.653 $\pm$ 0.65	5.222 $\pm$ 0.44	2.417 $\pm$ 0.34	1.719 $\pm$ 0.41
<i>Nov</i>	Nephroblastoma overexpressed gene	4.757 $\pm$ 0.63	0.874 $\pm$ 0.39	2.053 $\pm$ 0.16	1.643 $\pm$ 0.39	1.659 $\pm$ 0.44
<i>Gm3776</i>	Predicted gene 3776	4.726 $\pm$ 0.55	1.103 $\pm$ 0.61	0.963 $\pm$ 0.25	2.255 $\pm$ 0.67	2.36 $\pm$ 0.72
<i>Zc3h12a</i>	Zinc finger CCCH type containing 12A	4.327 $\pm$ 0.14	0.870 $\pm$ 0.47	7.781 $\pm$ 0.14	4.744 $\pm$ 0.47	3.949 $\pm$ 0.44
<i>Ptpn22</i>	Protein tyrosine phosphatase, non-receptor type 22	4.302 $\pm$ 0.66	0.863 $\pm$ 0.45	1.052 $\pm$ 0.27	1.040 $\pm$ 0.25	1.087 $\pm$ 0.13
<i>Fosl1</i>	Fos-like antigen 1	4.296 $\pm$ 0.36	0.727 $\pm$ 0.07	8.040 $\pm$ 0.26	7.144 $\pm$ 0.53	3.244 $\pm$ 0.43
<i>Ly6c1</i>	Lymphocyte antigen 6 complex, locus C1	4.033 $\pm$ 0.47	1.201 $\pm$ 0.11	1.060 $\pm$ 0.28	1.343 $\pm$ 0.5	1.005 $\pm$ 0.28
<i>Serpinb2</i>	Serine (or cysteine) peptidase inhibitor, clade B, member 2	3.882 $\pm$ 0.57	1.121 $\pm$ 0.41	1.272 $\pm$ 0.18	1.526 $\pm$ 0.42	1.200 $\pm$ 0.26
<i>Ifi204</i>	Interferon activated gene 204	3.859 $\pm$ 0.28	0.827 $\pm$ 0.50	6.508 $\pm$ 0.64	8.860 $\pm$ 0.38	6.310 $\pm$ 0.49
<i>Gm20481</i>	Predicted gene 20481	3.782 $\pm$ 0.28	1.027 $\pm$ 0.20	1.101 $\pm$ 0.37	1.634 $\pm$ 0.49	3.131 $\pm$ 0.46
<i>Snora17</i>	Small nucleolar RNA, H/ACA box 17	3.508 $\pm$ 0.25	1.123 $\pm$ 0.39	0.951 $\pm$ 0.10	1.133 $\pm$ 0.51	1.057 $\pm$ 0.49
<i>Serpinb9e</i>	Serine (or cysteine) peptidase inhibitor, clade B, member 9e	3.476 $\pm$ 0.33	0.838 $\pm$ 0.28	1.303 $\pm$ 0.32	1.395 $\pm$ 0.71	1.161 $\pm$ 0.43
<i>Slitrk6</i>	SLIT and NTRK-like family, member 6	3.294 $\pm$ 0.31	0.951 $\pm$ 0.12	14.520 $\pm$ 0.16	5.640 $\pm$ 0.44	2.330 $\pm$ 0.48
<i>Tnfrsf23</i>	Tumor necrosis factor receptor superfamily, member 23	3.247 $\pm$ 0.20	0.717 $\pm$ 0.43	1.717 $\pm$ 0.13	2.319 $\pm$ 0.39	1.563 $\pm$ 0.33
<i>U90926</i>	cDNA sequence U90926	3.242 $\pm$ 0.45	0.942 $\pm$ 0.3	24.151 $\pm$ 0.32	6.695 $\pm$ 0.62	6.18 $\pm$ 0.59
<i>Gm2115</i>	Predicted gene 2115	3.220 $\pm$ 0.51	0.785 $\pm$ 0.70	4.873 $\pm$ 0.20	3.051 $\pm$ 0.41	1.932 $\pm$ 0.35
<i>Mnda</i>	Myeloid cell nuclear differentiation antigen	3.217 $\pm$ 0.18	0.953 $\pm$ 0.16	3.804 $\pm$ 0.31	5.703 $\pm$ 0.33	3.444 $\pm$ 0.50
<i>Dusp6</i>	Dual specificity phosphatase 6	3.195 $\pm$ 0.37	0.675 $\pm$ 0.42	2.666 $\pm$ 0.22	2.388 $\pm$ 0.52	2.428 $\pm$ 0.49
<i>S100a4</i>	S100 calcium binding protein A4	3.106 $\pm$ 0.59	0.834 $\pm$ 0.44	1.669 $\pm$ 0.21	2.489 $\pm$ 0.37	2.133 $\pm$ 0.47
<i>Ndst3</i>	N-deacetylase/N-sulfotransferase	3.092 $\pm$ 0.63	0.874 $\pm$ 0.31	0.948 $\pm$ 0.27	1.007 $\pm$ 0.26	1.111 $\pm$ 0.13
<i>Lrrn3</i>	Leucine rich repeat protein 3, neuronal	3.068 $\pm$ 0.61	0.675 $\pm$ 0.48	0.979 $\pm$ 0.30	1.700 $\pm$ 0.30	2.129 $\pm$ 0.25
<i>Pla2g7</i>	Phospholipase A2, group VII	3.004 $\pm$ 0.28	0.938 $\pm$ 0.67	0.570 $\pm$ 0.24	1.200 $\pm$ 0.36	0.851 $\pm$ 0.31
<i>Cd68</i>	CD68 antigen	2.944 $\pm$ 0.27	0.864 $\pm$ 0.52	2.327 $\pm$ 0.15	1.725 $\pm$ 0.55	1.782 $\pm$ 0.29

How the deposited data were processed for this re-analysis (not part of the article)

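Gene expression was measured in primary-culture articular chondrocytes of 5-day-old mice on 9 Affymetrix GeneChip Mouse Gene 2.0 ST arrays, 3 with empty adenovirus (Ad-C), 3 with Ad-Regnase-1 and 3 with Ad-shRegnase-1. The methods give 800 MOI and 36 h for the Regnase-1 and short hairpin viruses, after 2 h of exposure on culture day 2. The authors normalized the probe signals by RMA for each separate data set, with no software version stated, and the values are log2 signals, 1 per array and feature. Whether the 3 groups were normalized together is not clear from the methods. Groups were taken from the sample titles, source names and treatment fields, and the arrays of a group were treated as its replicates. The free-text descriptions of 6 arrays, those titled Ad-Regnase-1 and Ad-shRegnase-1, name other viruses (Ad-Zip8 in 5 and Ad-null in 1) and were not followed. Slc39a8, the gene of ZIP8, had a log2 fold change of 0.03 (adjusted p = 0.936 from limma) in the arrays titled Ad-Regnase-1 and of 0.43 (adjusted p = 0.333) in those titled Ad-shRegnase-1. The knockdown virus was compared with Ad-C, an empty virus, since none of the 9 arrays carried a control short hairpin virus. An effect of expressing any short hairpin RNA therefore cannot be told apart from that of the knockdown. The chondrocyte arrays of IL-1β, HIF-2α and ZIP8 that the methods also mention, and the RT-PCR, blot and animal experiments, were not analysed here.

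Of 41345 features, 23521 carried 1 gene symbol, 1814 carried several and 16010 carried none here. Symbols were checked by gene number against a mouse gene table, which matched 23328 of the single-symbol features and changed 0 symbols. Where a gene had more than 1 such feature (1082 genes), the feature with the highest mean over the 9 arrays was used, which left 22180 genes. Fold-threshold counts (below 0.6 and above 2.0 with Ad-Regnase-1, above 1.5 and below 0.7 with Ad-shRegnase-1) took all 25335 features with a gene symbol, with the fold as 2 to the power of the difference of the group means.

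Comparisons of Ad-Regnase-1 with Ad-C, of Ad-shRegnase-1 with Ad-C and of Ad-Regnase-1 with Ad-shRegnase-1 were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) and data.table 1.17.8, with all 9 arrays in 1 model of 3 groups. P values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, with a threshold of 0.05. Gene lists with at least 3 measured members were tested with camera at a preset correlation of 0.01, adjusted over the 25 lists. The lists were the serum amyloid A family, matrix-degrading enzymes, cartilage matrix and chondrocyte identity, chondrocyte hypertrophy and bone formation, inflammatory and acute-phase genes, mRNAs reported as Regnase-1 targets in other cells, the ZC3H12 family, apoptosis, interferon-stimulated genes, NRF2-responsive genes, p53-responsive genes, ERK-responsive genes, the heat shock response, the unfolded protein response of the ER, the ATF4 amino acid response, cholesterol and fatty acid synthesis, the cell cycle, the Dlk1-Dio3 imprinted cluster, sex-chromosome genes, and markers of macrophages and monocytes, fibroblasts and synovial lining, endothelium, adipocytes, smooth muscle and myofibroblasts, and skeletal muscle. They were written from general knowledge after Supplementary Tables 3–6 had been read.

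Genes were named by a rule. It took the 8 protein-coding genes with the largest rise and the 8 with the largest fall among genes past the threshold whose 3 arrays all lay on the same side of the 3 Ad-C arrays, filled where fewer passed with the smallest unadjusted p. It also took every gene the paper names, up to 4 members of each list with the smallest p, and every member of the sets that moved in opposite directions with the 2 viruses. Arrays have no read depth, and the signal over background takes its place: the median of the feature means was 5.29, and group medians lay within 0.0196 of each other. The analysis was tested before the comparisons were made on simulated arrays, drawn independently for each gene from its mean and residual spread, with known shifts added.

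Alternatives were the replicate number as a term of the model, the 2 compared groups alone, quantile normalization, median centring, the features with a mean signal above the median of all features, all features, the mean of a gene's features, eBayes with a trend or robust, array weights, the 2-group test of the methods with and without adjustment, camera with an estimated correlation, fry, the ratio of arithmetic means, and each array left out in turn. Counting all features of the array in the fold-threshold sets and testing the lists without Zc3h12a were added after the data had been examined.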

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

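The tests of a mislabelled array, of poor hybridisation, of the shared Ad-C arrays, of the dose of virus (over the whole list too) and of the handling of single cultures were chosen only after the results they concern had been seen.

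Gene groups that the paper does not discuss for Regnase-1 were called against Ad-C in the Ad-Regnase-1 arrays (its discussion names HSP70 family members, but for ZFP36L1). The median log2 fold change was −0.743 for the Dlk1-Dio3 imprinted cluster, −0.543 for the ATF4 amino acid response, −0.306 for chondrocyte hypertrophy and bone formation, −0.273 for cholesterol and fatty acid synthesis and −0.0852 for the unfolded protein response of the ER. It was 0.532 for ERK-responsive genes, 0.526 for the cell cycle, 0.503 for p53-responsive genes, 0.434 for interferon-stimulated genes, 0.340 for NRF2-responsive genes, 0.339 for the heat shock response and 0.144 for adipocyte markers. Over the alternatives the median ran from −0.540 to −0.258 for hypertrophy and bone formation, from −0.139 to −0.0413 for the unfolded protein response (−0.0413 and −0.0542 without Ad-C replicates 1 and 2), from 0.287 to 0.560 for interferon-stimulated genes and from 0.0939 to 0.204 for adipocyte markers. With an estimated correlation between genes camera called 0 of the 25 lists, and at the preset correlation 17. No group held more than 3 arrays, so no rule for outlying arrays was run over the groups. Each array was left out in turn, and Ad-Regnase-1 replicate 3 was compared with the other arrays because of Saa3, as given below.

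Saa3 read 5.36 in Ad-Regnase-1 replicate 3, and 9.28 and 8.96 in the other arrays of that group. A swap with an Ad-C or Ad-shRegnase-1 array is argued against by Zc3h12a, which in this array stood 2.22 log2 units above the Ad-C mean. Zc3h12a cannot tell it from an array with Ad-ZIP8, which its description names, since the paper reports a rise of Zc3h12a there too (Supplementary Table 2). The paper also prints a rise of Saa3 with Ad-ZIP8 (Supplementary Table 3), while Saa3 in this array lay below every Ad-C array (8.49 at least). Slc39a8, the gene of ZIP8, was not called higher in the arrays titled Ad-Regnase-1 as a group. These values argue against Ad-ZIP8 in this array, though on few genes. Poor hybridisation is argued against by a mean correlation of 0.991 with the other arrays of its group, where the median of the other 8 arrays was 0.990. An artefact across the array cannot be told apart, since 5 genes lay more than 1 log2 unit from their group mean there and the highest of the other arrays had 4. An inflammatory state that differed between cultures may account for part of it, since Saa3 went within groups with the mean of the 34 inflammatory and acute-phase genes, a list without Saa3 (r = 0.929), most closely with Lcn2 (r = 0.987) and Chil1 (r = 0.985), but 12 of them, among them Cxcl10 (r = −0.863), went against Saa3, and in this array the list mean deviated from its group mean by −0.168 only and Saa3 by −2.51. What set that state in each culture was not tested.

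The Dlk1-Dio3 cluster was lower with Ad-Regnase-1. Chance values of the shared Ad-C arrays as the whole cause are argued against by the comparison of Ad-Regnase-1 with Ad-shRegnase-1, which leaves those arrays out and gave a median of −0.943, while the median with Ad-shRegnase-1 against Ad-C was 0.223. Dim features are argued against by the 31 members with a signal above the median of all features, 25 of them lower, with a median of −0.807. Several features of the same transcripts may count as separate members, since the mean pairwise correlation within groups was 0.324 and the 95th percentile of 1000 random lists was 0.0262, so the number of members overstates the number of independent changes. An effect of Regnase-1 on a shared precursor stays open and was not tested. In the paper's Supplementary Table 3, members of the cluster such as Mir379, Mir377, Mir382 and Meg3 also fell with IL-1β, Ad-HIF-2α and Ad-ZIP8. A fall of these transcripts is therefore not particular to Ad-Regnase-1.

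Heat shock genes were higher with Ad-Regnase-1. A higher dose of virus than in the Ad-C cultures is argued against by the Ad-shRegnase-1 arrays, described with the same dose, in which 7 of the 8 higher members lay more than 2 standard errors below their change with Ad-Regnase-1 (medians 0.731 with Ad-Regnase-1 and −0.0782 with Ad-shRegnase-1). Since these 8 were picked by their rise, the whole list was compared too, with medians of 0.339 and −0.0509, 12 of 17 members lower by more than 2 standard errors and none higher (adjusted p = 1.65e-08 by camera between the 2 viruses, and adjusted p = 0.225 with an estimated correlation). Handling of single cultures is argued against by the list mean, which was above all 6 other arrays in 3 of 3 Ad-Regnase-1 arrays (8.84, 8.90 and 9.13, against 8.30 at most) and also without Hspa1a and Hspa1b (8.68 at least, against 8.57), although for the 9 members not past the threshold it was so in 2 of 3. Handling shared by the whole group, and a response to the large amount of introduced protein, stay open and were not tested. In the paper's Supplementary Table 5, Hspa1a and Hspa1b also rose with Ad-ZIP8, more than with Ad-HIF-2α or IL-1β. A rise of these genes is therefore not particular to Ad-Regnase-1.

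The 3 arrays against 3 make 10 splits, too few for a share under 0.05. Ad-Regnase-1 against Ad-C gave 1986 genes and the highest other split 2 (1 of 10 splits as large), Ad-shRegnase-1 against Ad-C gave 1 and the highest other 1 (2 of 10), and Ad-Regnase-1 against Ad-shRegnase-1 gave 3079 and the highest other 0 (1 of 10). For gene lists, Ad-Regnase-1 against Ad-C gave 17 and the highest other split 12 (1 of 10), and Ad-shRegnase-1 against Ad-C gave 8 and the highest other 10 (3 of 10).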

How the results depend on the processing

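Only the count over all features of the array in the fold-threshold sets and the gene lists without Zc3h12a were chosen after the data had been examined, and the other alternatives were planned. No called result reversed, and the cause was not tested unless stated. Values past no threshold changed sign 64 times for named genes and 6 times for lists with Ad-Regnase-1, and 84 and 24 times with Ad-shRegnase-1. Genes changed with Ad-Regnase-1 stayed within 1.5 times 1986 under 10 settings (1623 with the replicate block) but were 4035 with the methods' 2-group test unadjusted and 4 with it adjusted, and 927 to 1961 without 1 array (972 and 984 without Ad-C replicates 2 and 3, 1294 and 927 without Ad-Regnase-1 replicates 2 and 3). Genes changed with Ad-shRegnase-1 were 1 (Abi2, lower), and 1 with the replicate block (Vmn1r127, higher, log2 fold change 1.11, adjusted p = 0.0191, where Abi2 had 0.182), 0 with only the 2 groups, eBayes robust, array weights or the adjusted 2-group test and without any 1 array, 2 with quantile normalization or the mean of a gene's features, 5 with median centring, 21 over features brighter than the median (fewer genes tested), 15 over all features (12 higher, 3 lower), 14 with eBayes trend and 1579 with the 2-group test unadjusted (limma at unadjusted p under 0.05, 2389). Ad-Regnase-1 against Ad-shRegnase-1 gave 3079, 201 with the adjusted 2-group test, and 1889 (without Ad-Regnase-1 replicate 3) to 2990 without 1 array (1983 without Ad-shRegnase-1 replicate 2). Gene lists called with Ad-Regnase-1 were 17, and 17 without Zc3h12a, and 0 with an estimated correlation; with Ad-shRegnase-1 they were 8, and 8 without Zc3h12a, 0 with an estimated correlation, 5 over features brighter than the median and 0 with directional fry (6 with mixed fry). Over all features of the array, the sets below 0.6-fold, above 1.5-fold, above 2.0-fold and below 0.7-fold held 269, 425, 207 and 428 features, and the opposite-direction sets 11 and 15, since 16010 more features were counted. The set above 1.5-fold was 23 over features brighter than the median and 33 to 74 without 1 array (63 without Ad-C replicate 2, 74 without Ad-shRegnase-1 replicate 3). The set below 0.7-fold was 240 with the median of same-number differences (replicate block) and 92 to 312 without 1 array (210 without Ad-C replicate 3, 312 without Ad-shRegnase-1 replicate 3). The opposite-direction sets were 3 and 3 with the median of same-number differences, and 1 to 8 and 3 to 12 without 1 array. The correlation of the 2 fold changes over genes, −0.00679, was −0.137 over features brighter than the median and −0.242 over called genes alone. Simulated unchanged groups that shared simulated controls gave 0.5. Without 1 array the correlation was −0.0606 to 0.177. It was above 0 in 5 of 9 such fits, without Ad-C replicate 1 (0.177) or 2 (0.0663), Ad-Regnase-1 replicate 3 (0.0303), or Ad-shRegnase-1 replicate 1 (0.00857) or 2 (0.0417). Of 2114 recomputed calls of named genes with Ad-Regnase-1, 1829 kept their side of the threshold and 285 lost it, and of 1959 recomputed results past no threshold 74 gained it. For the 17 lists called with Ad-Regnase-1, 224 of 256 recomputed calls were kept, and of 119 recomputed results of the other 8 lists 9 gained a call. Arrays of the same number did not go together (correlation −0.203 to 0.237), so the replicate number was left out of the model. The replicate block also ended the call of the list of the unfolded protein response (adjusted p = 0.0560) and the calls of 9 named genes with Ad-Regnase-1, among them Acan (0.0919), Panx3 (0.0506), Egln3 (0.0551) and Hspe1. Low signal over background limits genes such as Il6, Saa2 and Saa4, which lay below the median of 5.29.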

Differences from the paper's values

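The count over all features of the array, and the match of the paper's entries to features with and without a gene symbol, were chosen only after the values had been seen.

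For features above 1.5-fold with Ad-shRegnase-1 the paper gives 67, and 41 were counted here at the paper's threshold among features with a gene symbol. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with the median of same-number differences (replicate block, 51) and without Ad-C replicate 1 (55), 2 (63) or 3 (59) or Ad-shRegnase-1 replicate 2 (54) or 3 (74). It did not with arithmetic means (42), quantile normalization (40), median centring (38), features brighter than the median (23), 1 feature per gene (37), without any Ad-Regnase-1 array (41) or without Ad-shRegnase-1 replicate 1 (33), nor over all features of the array (425), an alternative chosen after seeing the values. Of the paper's 67 entries, 37 matched, on both folds and both values after ±, a feature that carries the same symbol here, 3 a feature with another symbol and 27 a feature with no symbol. No entry lacked a matching feature, so the gap between the counts lies mostly in which features carry a symbol here and not in the values.

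For features above 1.5-fold with Ad-shRegnase-1 and below 0.7-fold with Ad-Regnase-1 the paper gives 10, and 6 were counted here. The count came within the same range of the paper's with quantile normalization (7) and without Ad-C replicate 2 (12), Ad-Regnase-1 replicate 1 (8) or 2 (8) or Ad-shRegnase-1 replicate 2 (11) or 3 (10), and over all features of the array (15), which was chosen after seeing the values. It did not with arithmetic means (5), median centring (6), features brighter than the median (6), 1 feature per gene (5), the median of same-number differences (replicate block, 3), or without Ad-C replicate 1 (4) or 3 (6), Ad-Regnase-1 replicate 3 (4) or Ad-shRegnase-1 replicate 1 (3). Of the paper's 10 entries, 6 matched a feature that carries the same symbol here and 4 a feature with no symbol. The difference in counts thus lies in which features carry a symbol here and not in the values.

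For features below 0.6-fold with Ad-Regnase-1 and above 1.5-fold with Ad-shRegnase-1 the paper gives 9, and 5 were counted here. The count came within the same range without Ad-C replicate 2 (6), Ad-Regnase-1 replicate 1 (7) or Ad-shRegnase-1 replicate 2 (8) or 3 (6), and over all features of the array (11), which was chosen after seeing the values. It did not with arithmetic means (4), quantile normalization (5), median centring (5), features brighter than the median (5), 1 feature per gene (5), the median of same-number differences (replicate block, 3), or without Ad-C replicate 1 (1) or 3 (2), Ad-Regnase-1 replicate 2 (5) or 3 (3) or Ad-shRegnase-1 replicate 1 (3). Of the paper's 9 entries, 5 matched a feature that carries the same symbol here and 4 a feature with no symbol. The gap thus lies in which features carry a symbol here and not in the values.

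The paper reports a tendency to lower SAA2 and SAA4 with Ad-Regnase-1, and cites the array list of Fig. 6b together with qRT-PCR, another assay (Fig. 6d, Supplementary Fig. 5). On the arrays Saa2 was at 1.26-fold and Saa4 at 0.988-fold, neither past the test, while with Ad-shRegnase-1 they were at 1.53-fold and 1.18-fold, in the direction the paper gives. For SAA3 the paper states a fall with Ad-Regnase-1 (Fig. 6b), and from qRT-PCR, another assay, calls it the most significantly modulated SAA gene (Supplementary Fig. 5). On the arrays, the signal of Saa3 was lower than in every Ad-C array in 1 of 3 arrays and higher in 2. Its log2 fold change of −0.75 was 0.50 without Ad-Regnase-1 replicate 3. The paper states that matrix-degrading enzymes were little changed by Regnase-1 in unstimulated chondrocytes, and Mmp3 was at 2.37-fold with Ad-Regnase-1 (adjusted p = 0.0250 from limma), a call lost without any of Ad-C replicates 2 and 3 and Ad-Regnase-1 replicates 1, 2 and 3 (adjusted p between 0.0617 and 0.0988), while Mmp13 and Adamts5 did not pass the test. The paper's own Supplementary Tables 4 and 5 print the same fold for Mmp3, so the difference lies in the wording and not in the value. It also cites RT-PCR of these enzymes, another assay (Fig. 2b, Supplementary Fig. 2B).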

Other observations

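Only the test of the ZC3H12 family without Zc3h12a was chosen after the result had been seen, and the values of sex-chromosome genes and of the paper's tables below were looked at without a test.

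With Ad-Regnase-1, 6 of 26 measured interferon-stimulated genes rose and none fell (12 higher when adjusted over the list alone). Ifit1, which encodes an antiviral RNA-binding protein, rose 2.41-fold (adjusted p = 0.00538 from limma), the RNA sensor gene Ifih1 2.11-fold and the chemokine gene Cxcl10 1.94-fold (list higher by camera, adjusted p = 8.51e-10, and adjusted p = 0.167 with an estimated correlation). Of 13 NRF2-responsive genes, 6 rose (8 when adjusted over the list alone), with the heme oxygenase gene Hmox1 at 2.00-fold and Gclc, of glutathione synthesis, at 1.56-fold (adjusted p = 5.2e-05 by camera, and adjusted p = 0.160 with an estimated correlation). Of 26 genes of cartilage matrix and chondrocyte identity, 5 fell and none rose (12 lower when adjusted over the list alone), with the transcription factor gene Sox6 at 0.716 of its Ad-C level (list lower by camera, adjusted p = 5.14e-05, and adjusted p = 0.375 with an estimated correlation and 0.0760 with directional fry). Col2a1, the type II collagen gene, stood at 0.821-fold (adjusted p = 0.0818 from limma). The calls of Acan (adjusted p = 0.0499) and Sox9 (adjusted p = 0.0372) were each lost without any of Ad-C replicates 2 and 3 and Ad-Regnase-1 replicates 2 and 3 and without some other arrays, with adjusted p between 0.0535 and 0.180. The call of Acan (log2 fold change −0.47) was also lost with only the 2 groups compared (adjusted p = 0.0850), with quantile normalization (0.0589), with the mean of a gene's features (0.0501) and with eBayes robust (0.0523). The lists followed a reading of Supplementary Tables 3–6 and are not independent evidence.

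Of 22 apoptosis genes, 6 rose with Ad-Regnase-1 (6 when adjusted over the list alone), among them Bid, a BH3-only death gene, at 1.49-fold (adjusted p = 0.00976 by camera for the list, and adjusted p = 0.193 with an estimated correlation). Bcl2l11, another BH3-only gene, and Cflar and Bcl2l1, which act against apoptosis, were also called higher. These calls were lost without some single arrays (adjusted p between 0.0563 and 0.0816 from limma). Fas, Bad and Bcl3 were at 0.867-, 0.958- and 0.973-fold and did not pass (adjusted p = 0.205, 0.639 and 0.916 from limma). With Ad-shRegnase-1 the apoptosis list was lower by camera (adjusted p = 0.0249, and adjusted p = 0.507 with an estimated correlation, 5 lower when adjusted over the list alone), a call lost without Ad-C replicate 1 (adjusted p = 0.0989) or 2 (adjusted p = 0.0644), over features brighter than the median (adjusted p = 0.0867) and with directional fry (adjusted p = 0.0958). Of 19 genes of the unfolded protein response, Herpud1, Xbp1 and Edem1 fell to 0.641, 0.707 and 0.737 of the Ad-C level and Atf6 rose 1.47-fold (1 higher and 5 lower when adjusted over the list alone). Camera gave adjusted p = 0.0472 for this list, and adjusted p = 0.375 with an estimated correlation, and the call was lost without Ad-C replicate 1 or 2, Ad-Regnase-1 replicate 2 or 3 or Ad-shRegnase-1 replicate 3 (adjusted p between 0.0521 and 0.159), and also over features brighter than the median (adjusted p = 0.0804) and with quantile normalization (adjusted p = 0.0588). Among fibroblast and synovial lining markers Cd34 rose 2.67-fold, Pdpn 2.21-fold and Fap 1.60-fold, and the type I collagen gene Col1a1 fell to 0.595 (median −0.343, mean 0.0605, adjusted p = 0.734 by camera, and adjusted p = 5.59e-06 with mixed fry).

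Adipocyte markers were higher by camera with Ad-Regnase-1 (1 of 9 past the threshold, Pparg, and 3 when adjusted over the list alone; adjusted p = 0.0374, and adjusted p = 0.167 with an estimated correlation), a call lost without Ad-C replicate 2 (adjusted p = 0.0891) or Ad-Regnase-1 replicate 2 (adjusted p = 0.0597) and over features brighter than the median (adjusted p = 0.0964). The call of Pparg, which encodes a transcription factor of fat cells, was lost without any of the 3 Ad-C arrays, Ad-Regnase-1 replicate 2 or 3 or Ad-shRegnase-1 replicate 2 (adjusted p between 0.0500 and 0.138). Not called by camera with Ad-Regnase-1 were macrophage and monocyte markers (median −0.0178, mean 0.132, adjusted p = 0.429), endothelial markers (adjusted p = 0.343), skeletal muscle markers (1 higher, 1 lower, adjusted p = 0.742), sex-chromosome genes (adjusted p = 0.381) and the ZC3H12 family (adjusted p = 0.117), in which Zc3h12b, Zc3h12c and Zc3h12d did not pass. Of these, the macrophage and monocyte list was called higher over features brighter than the median (median 0.385, adjusted p = 0.0373) and with directional fry (adjusted p = 0.0303; mixed fry, 7.88e-06), and skeletal muscle markers with mixed fry (adjusted p = 0.00212). The ZC3H12 family was called with directional fry (adjusted p = 0.000965) and without Ad-Regnase-1 replicate 3 (adjusted p = 0.0392), but it holds Zc3h12a, which the virus carries, and without that gene directional fry gave adjusted p = 0.644 and camera adjusted p = 0.782. With Ad-shRegnase-1, 8 of the 25 lists were called (3 higher, 5 lower) and 0 with an estimated correlation.

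Ad-C replicate 3 read 5.65 for Uty and 6.48 for Eif2s3y, where the other 8 arrays read 6.87 to 7.35 and 7.70 to 8.42. In the same array Kdm5d was lowest (5.08) and Xist, transcribed from the inactive X chromosome, was highest (10.25, against 8.93 to 9.72). Uty and Eif2s3y are among the features above 1.5-fold with Ad-shRegnase-1 (1.56- and 1.52-fold), and without Ad-C replicate 3 their log2 fold changes, 0.64 and 0.61, were 0.18 and 0.07. Ad-Regnase-1 against Ad-shRegnase-1, which shares no control arrays, gave 3079 genes, 1637 higher and 1442 lower. This number was 1889 without Ad-Regnase-1 replicate 3 and 1983 without Ad-shRegnase-1 replicate 2. Over the 22180 genes the fold changes of the 2 viruses against the same Ad-C arrays had a Pearson correlation of −0.00679 and a Spearman correlation of 0.136. Simulated groups with no change, which shared simulated controls, gave a Pearson correlation of 0.5 and a Spearman correlation of 0.464. The 0.5 follows from the shared controls alone. Genes changed by 1 virus alone also lower the correlation, so this contrast does not show changes in opposite directions. The Pearson correlation was 0.177 without Ad-C replicate 1 and 0.0663 without Ad-C replicate 2, and above 0 in 5 of the 9 fits without 1 array.

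In the paper's Supplementary Tables 3–6, the value after ± matched the square root of the sum of the squared SDs of the 2 groups for all 378 Ad-Regnase-1 errors compared and for 272 of 378 Ad-shRegnase-1 errors. In Supplementary Table 5 it matched for 5 of 111 Ad-shRegnase-1 errors, and 21 symbols carry different Ad-shRegnase-1 errors in 2 tables, such as Mmp3 with the paper's 0.71 and 0.09. In Fig. 6a the paper's parts sum to 163 and 68, where it states 161 and 67.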
